# Blood transcriptomics mirror regulatory mechanisms during hibernation—a comparative analysis of the Djungarian hamster with other mammalian species

**DOI:** 10.1007/s00424-023-02842-8

**Published:** 2023-08-05

**Authors:** Valeria Rojas Cuyutupa, Dominique Moser, Victoria Diedrich, Yiming Cheng, Jean-Noël Billaud, Elena Haugg, Dominique Singer, Jürgen Bereiter-Hahn, Annika Herwig, Alexander Choukér

**Keywords:** Hibernation, Torpor, Transcriptomics, Ingenuity pathway analysis

## Abstract

Hibernation enables many species of the mammalian kingdom to overcome periods of harsh environmental conditions. During this physically inactive state metabolic rate and body temperature are drastically downregulated, thereby reducing energy requirements (torpor) also over shorter time periods. Since blood cells reflect the organism´s current condition, it was suggested that transcriptomic alterations in blood cells mirror the torpor-associated physiological state. Transcriptomics on blood cells of torpid and non-torpid Djungarian hamsters and QIAGEN Ingenuity Pathway Analysis (IPA) revealed key target molecules (TM_IPA_), which were subjected to a comparative literature analysis on transcriptomic alterations during torpor/hibernation in other mammals. Gene expression similarities were identified in 148 TM_IPA_ during torpor nadir among various organs and phylogenetically different mammalian species. Based on TM_IPA_, IPA network analyses corresponded with described inhibitions of basic cellular mechanisms and immune system-associated processes in torpid mammals. Moreover, protection against damage to the heart, kidney, and liver was deduced from this gene expression pattern in blood cells. This study shows that blood cell transcriptomics can reflect the general physiological state during torpor nadir. Furthermore, the understanding of molecular processes for torpor initiation and organ preservation may have beneficial implications for humans in extremely challenging environments, such as in medical intensive care units and in space.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00424-023-02842-8.

## Introduction

Torpor is one of the greatest mysteries in nature. To achieve an energy-saving survival mode during seasonal harsh environmental conditions such as extreme cold and food scarcity, metabolism is endogenously downregulated. Mammalian species which are capable to perform torpor reduce their metabolic rate (MR) and body temperature (T_b_) as well as heart and breathing rate [7, 35]. Aside from evading extreme winter-like conditions, some species inhabiting tropical areas in the southern hemisphere also perform torpor to overcome extreme drought, which is then termed estivation [49].

A period of daily torpor takes 3 to 12 h; however, when a consecutive torpor state lasts for more than one week it is called hibernation [26, 55]. A general differential characteristic within animals performing daily torpor or hibernation is body mass, whereby species exhibiting daily torpor tend to be small like rodents and hibernating species are large, such as bears [26]. Another characteristic is the achieved minimal T_b_, which is much higher in daily torpor species than in hibernators [35].

A small rodent that performs daily torpor is the Djungarian hamster (*Phodopus sungorus*). This dwarf hamster originally resides in eastern Kazakstan, southwest Siberia and in the Baraba steppe, where it is dependent on the ability to exhibit torpor to survive extreme winters [60]. The Djungarian hamster became a valuable animal model for torpor research because of its small size, relatively simple breeding as well as easy induction of seasonal winter acclimation by artificially changing the light-dark cycle at a moderate ambient temperature. Cold exposure or food restriction is not necessarily required for ultimate torpor induction [18, 36]. Thereby body weight reduces by 20 to 30% and its fur becomes white and well-insulating. In comparison to normothermic resting animals, MR is reduced to 44% and T_b_ can drop to a minimum of 12.5 °C for an average of 6 h per day [12].

The main regulators for torpor initiation and execution are yet still largely unknown. To investigate distinct changes at the genetic level, several studies focused on elucidating transcriptomic changes in organs that are suspected to be strongly involved in metabolic depression, such as the brain, liver, spleen, kidney, heart, and muscle in the torpid Djungarian hamster and other hibernating mammals [31, 34].

With regards to the understanding of torpor, blood was less systematically investigated thus far. Blood is a liquid organ that consists in general of erythrocytes, leucocytes, platelets, and blood plasma [4], with each compartment having its distinct functions such as gas transport, nutrient supply, immune defence, coagulation, thereby maintaining body homeostasis [70]. The amount of blood volume constitutes 3–8% of each species´ body volume [38] and its ever-moving circulating system through all vessels and organs ensures nutritional supply and signaling to the respective target organs. On the other side, the release of organ-specific markers into the blood allows insight into their functional state and health condition [53].

Hence, blood is considered not only a vehicle, which transports blood cells and humoral components through different organs but in turn represents a dynamic, species-independent reliable source for the determination of current physiologic states. Based on this, the hypothesis was raised that transcriptomic alterations in blood cells may reflect torpor-associated transcriptomic changes in the whole body. In the present study, transcriptomic changes in the blood cells of Djungarian hamsters at the nadir of spontaneous daily torpor were compared with literature-derived data on the transcriptome of solid organs and tissues from different torpid and hibernating species.

The identification of a distinct set of genes that are involved in torpor initiation or execution may not only help to decipher the physiological processes involved in, but it may add to the development of strategies to induce torpor in non-hibernators such as humans, which may have diverse applications e.g., in intensive care medicine and during space travel.

## Materials and methods

### Experimental animals

#### Breeding and housing

Nine Djungarian hamsters (*Phodopus sungorus*) were bred and raised according to an outbred crossing scheme in the indoor breeding colony at the Institute of Neurobiology (Ulm University, Germany) in accordance with the local ethics committee (z.231-1, RP Tübingen). The ambient temperature was maintained at 20 ± 1 °C. Artificial light (200-250 lux) was provided 16 h per day in summer-like long photoperiod and 8 h per day in winter-like short photoperiod. A permanent red-light LED (<5 lux) permitted sampling during the dark phase. Tap water and food (Altromin hamster breeding diet 7014, Lage, Germany) were provided *ad libitum*, supplemented by cucumber, oat flakes, and sunflower seeds once a week. Adult hamsters were single housed in Makrolon Type III cages (820 cm^2^) with wooden bedding and tissue as nesting material.

Besides the time of day, T_b_ was used to identify the correct sampling timepoint. To measure body temperature and locomotor activity, a radiofrequency transmitter (Data Sciences International (DSI), Harvard Bioscience Inc., St. Paul, MN, United States) was implanted intraperitoneally under isoflurane anaesthesia (2.5% and 1 ml/min for induction, 0.75–2.0% and 0.4 ml/min for maintenance) and carprofen analgesia (5 mg/kg, i.p.; Rimadyl, Zoetis Deutschland GmbH, Berlin, Germany). Recovery from surgery was supported by additional oat flakes, sunflower seeds, cucumber, and nesting material. Body mass, coat care, posture, and behaviour were monitored daily for about 7 days. Experimental and surgical procedures were approved by the Regional Council of Tuebingen, Germany (1411).

#### Key data of hamsters

All hamsters (n=9) were acclimated to winter-like short photoperiod (SP) with 8 h of light per day from the age of 16 ± 3 weeks, were implanted with DSI transmitters at the age of 30 ± 3 weeks, and sacrificed at the age of 32 ± 4 weeks. During the 16 ± 2 weeks of SP acclimation, they reduced their body mass by 24 ± 8% from 37 ± 5 g to 28 ± 4 g.

#### Sampling scheme

All nine SP-acclimated hamsters were observed to express spontaneous daily torpor, which is a drop of T_b_ <32 °C for at least 30 min. On the day of sampling, five hamsters expressed torpor (hypothermic animals (HT)) and the other four hamsters did not and served as normothermic controls (NT). Blood sampling was performed in both groups at *zeitgeber* time point 4 (ZT4), during torpor nadir, whereby ZT00 referred to the beginning of the light phase. For sampling, the hamsters were sacrificed by carbon dioxide inhalation within their home cage. Via puncture of the right heart ventricle, 0.5 ml of blood was collected in EDTA-containing microvettes (Sarstedt, Nümbrecht, Germany), placed immediately on ice and centrifuged at 4 °C for 10 min at 2,000 rpm. Blood plasma was removed, and blood pellets were stored at −80 °C until RNA purification. Analyses of core body temperature, locomotor activity, body mass, small intestinal tissue, and fur index in a subset of hamsters have already been published [33, 52].

### Blood sample processing and Next Generation Sequencing

#### RNA isolation and quantification

Frozen blood pellets were thawed in 400 μl lysis buffer and RNA was isolated using the Mini NucleoSpin RNA Blood Kit according to the manufacturer’s instruction (MACHEREY-NAGEL, Düren, Germany). RNA concentrations were quantified by NanoDrop fluorometer (Thermo Fisher Scientific, Waltham, MA, USA), and RNA integrity was assessed by Qubit and RNA IQ Assay (Thermo Fisher Scientific, Waltham, MA, USA). Samples passed internal quality control with a purity of 2.08–2.11 and the RNA integrity number was 8.85 ± 0.76.

#### Next generation sequencing

Additional quality controls using fragment analyser, random primed cDNA synthesis, and RNA sequencing by Next Generation Sequencing (NGS) were performed at Eurofins Genomics Europe Sequencing GmbH (Konstanz, Germany). NGS was done on an Illumina HiSeq 2500 platform in a paired-end configuration of 2 x 150bp with a minimum of 30M reads per sample.

### Bioinformatics

#### De novo assembly of *P. sungorus* transcriptome

Each fastq file underwent quality control using fastqc 0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). The adapters and low-quality bases were removed with trimmomatic 0.39. Since no annotated genome of Djungarian hamster was available, it was necessary to perform a *de novo* assembly of the transcriptome. The best practices for *de novo* transcriptome assembly with trinity 2.8.6 was followed (https://informatics.fas.harvard.edu/best-practices-for-de-novo-transcriptome-assembly-with-trinity.html) to generate the reference contigs of Djungarian hamster transcriptome using all the sample fastq files merged together. BUSCO v5 was used to assess the annotation completeness using the “-m transcriptome –auto-lineage-euk,” which resulted in 99.3% completion. In order to assign the ortholog, each contig was translated into 6 possible peptides and blasted against the human proteome. The human gene symbols (HGNC) were assigned for each contig based on the best match of the blast bitscore cutoff 50. To obtain the gene expression quantification, the samples were aligned to the assembled transcriptome using histat2 and quantified with custom PERL scripts.

#### Differential gene expression analysis and Ingenuity pathway analysis

Differential gene expression of HT versus NT was assessed using DESeq2. Differentially expressed genes were imported to IPA (https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/) [42], for biological analysis using the cutoffs: *p* value ≤0.05 and fold change (fc) ≥|1.25|. Using the IPA Regulator Effects feature, target molecules can be chosen which are the most relevantly regulated genes in the dataset. The algorithm used by IPA for the regulator effects tool connects Upstream Regulators, Downstream Effects, and the molecules in the dataset to generate a hypothesis that can explain how the activation or inhibition of a regulator affects the expression of the target molecule and the impact of molecular expression on metabolic functions and diseases. For this process, one or more iterations are used to merge the results of these regulators. Networks are merged only if the overlap of targets has a significant statistical value (Fisher’s exact test *p* value of <0.05). Moreover, at the same time, possible mechanisms behind a phenotype can be identified and the biological impact of the regulated molecules can be determined.

### Literature search protocol

For collecting existing data on transcriptomic changes during torpor, irrespective of order, species, and organ, an extensive literature review was performed using the keywords “Transcriptome,” “Torpor,” and “Hibernation” in the meta-databank Online Public Access Catalogue (OPAC) of the Ludwig-Maximilians-Universität (LMU) in Munich. For this analysis, 314 papers were screened and only considered when a comparison was drawn between “Torpor/Hibernation” or “no torpor/no hibernation”, respectively. Altogether, data from 13 publications were extracted for the comparison of transcriptional changes (Fig. 1).

**Fig. 1:**
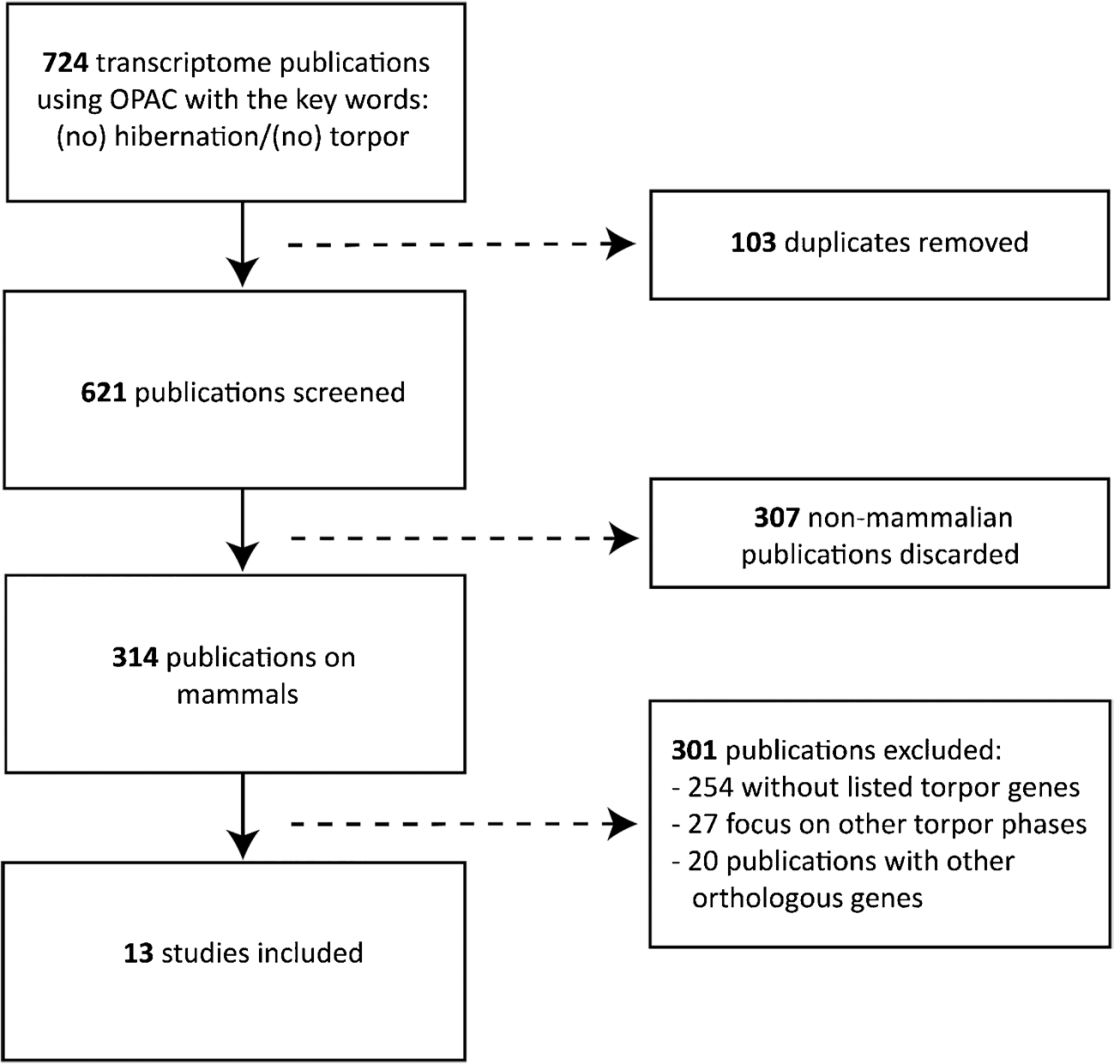
Study flow diagram outlining literature selection for comparative literature analysis. Based on 724 publications identified in the OPAC database, 314 publications on mammals were reviewed in total. For the final analysis, detailed descriptions were only available in 13 studies that were hence evaluated, and the described genes were compared to TM_IPA_

### Gene clustering

The classification of genes was performed according to the biological process with the Gene Ontology program of Panther (Protein ANalysis THrough Evolutionary Relationships, http://www.pantherdb.org, version 16.0, California). Panther is part of the Gene Ontology Phylogenetic Annotation Project.

### Graphic edition

All images were designed with the graphic editor Adobe Illustrator (Adobe Inc., 2018).

## Results and discussion

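Blood pellets of 5 hypothermic (HT) and 4 normothermic (NT) Djungarian hamsters, taken at zeitgeber time 4 (ZT04), were sequenced as RNA. Reads were trimmed by the authors, aligned to a transcriptome assembled de novo from the reads of the samples, and counted under the human gene symbol that each contig matched best. The values used here are those raw counts, for 20220 gene symbols. Red cell RNA filled most of each library, with haemoglobin genes at 90.1% ± 0.971 of the counts in HT animals (SD, n = 5) and 89.9% ± 3.19 in NT animals (SD, n = 4), a difference of 0.170 percentage points (2-sided exact permutation test, p = 0.905). All other genes together had 5118971 to 6380155 counts per HT animal and 3291472 to 8918807 per NT animal. Total counts ran from 50153600 to 58650558 in HT animals and from 52668511 to 65077237 in NT animals. The sample labels give all 4 NT animals as male and 2 of the 5 HT animals as male. The deposited series also holds HT and NT animals at ZT01, ZT07 and ZT16 and 5 never-torpor controls, 41 libraries in all. HT animals were compared with NT animals at ZT04 in edgeR, with TMM scaling and the quasi-likelihood test, over the 10505 genes kept by its filter on low counts. Normalized counts are given as CPM, which include the haemoglobin genes, and log2 fold changes are HT minus NT with their standard error.

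**Figure D1:**
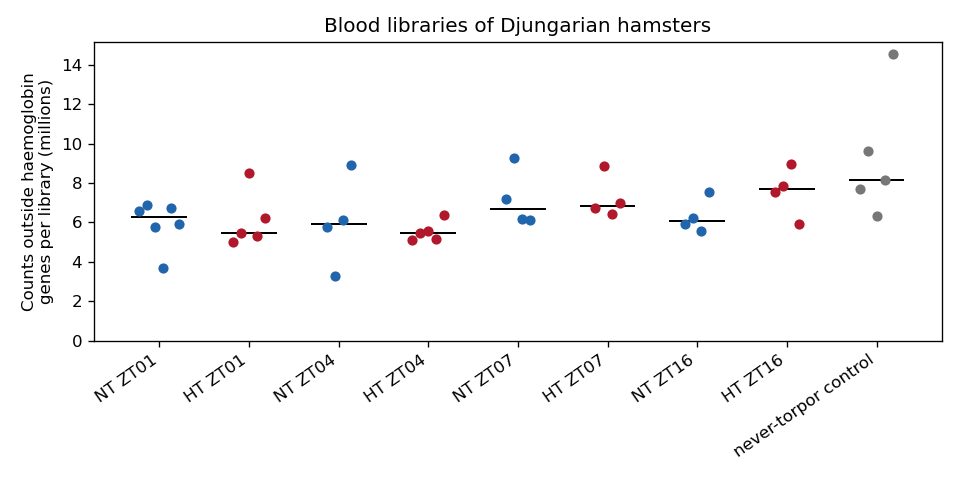
Counts outside the haemoglobin genes for each blood library by state and time point. Points are animals and lines are group medians. At ZT04 the HT animals sit between 5118971 and 6380155 counts, and the NT animals spread from 3291472 to 8918807.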

Blood was sampled from Djungarian hamsters at torpor nadir and from time-matched controls on a torpor-free day.

Differential gene expression analysis retrieved a considerable number of up- or downregulated genes (11,422) out of which target molecules were identified according to the cut-offs (TM_IPA_). 

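Of 10505 genes tested in blood at torpor nadir, 30 rose and 17 fell in HT animals (adjusted p under 0.05, edgeR quasi-likelihood test, n = 5 HT and 4 NT). PTBP2, a regulator of splicing, rose from 4.83 ± 1.11 to 13.1 ± 1.60 CPM (SD), a log2 fold change of 1.43 ± 0.19 (adjusted p = 0.0109). TMPO, which encodes a protein of the nuclear lamina, rose by 1.38 ± 0.17 (adjusted p = 0.00807), with HT replicate 3 apart from the other HT animals at 18.6 CPM. The genes that rose also included OGA, the enzyme that removes O-GlcNAc from proteins (1.18 ± 0.18), ASAP1 (1.33 ± 0.21), ANKLE2 (1.25 ± 0.18), DNAJB13 (1.24 ± 0.21), POC5 (1.05 ± 0.21) and the F-box genes FBXL12 (1.14 ± 0.18) and FBXO7 (0.99 ± 0.17). Among the genes past the test with a mean of at least 2 CPM and no overlap between the groups, the largest fall was that of TBX21, the transcription factor T-bet of type 1 T cells and NK cells, from 5.11 ± 2.20 to 1.48 ± 0.474 CPM (log2 fold change -1.80 ± 0.31, adjusted p = 0.0269). DYNLL1, a dynein light chain, changed by -1.74 ± 0.22 (adjusted p = 0.00807) and KLRD1, the NK cell receptor chain CD94, by -1.32 ± 0.25 (adjusted p = 0.0454). LPAR6 (-1.33 ± 0.23), the Hsp90 co-chaperone gene FKBP4 (-1.19 ± 0.21, with NT replicate 1 lowest of its group at 2.71 CPM), the splicing factor genes CRNKL1 (-1.17 ± 0.17) and CWF19L2 (-0.95 ± 0.19), the splicing kinase gene CLK4 (-1.02 ± 0.17) and the ubiquitin ligase gene UBE4A (-0.96 ± 0.17, with HT replicate 5 apart at 3.25 CPM) fell too. At the cut-offs that the paper states (unadjusted p of at most 0.05 and a fold change of at least 1.25), 800 genes were higher and 793 lower. In 771 genes (7.34%) every HT animal lay on one side of every NT animal, where chance gives 1.59%. The number of genes changed at ZT04 was 487 with DESeq2, 257 with voom, 675 with all 41 libraries in the fit, 480 with the 36 HT and NT animals and a sex term, 1 with a sex term in the 9 animals and 0 in males alone. It was 2 without NT replicate 4, 6 without NT replicate 3, 13 without NT replicate 1, and 17, 23, 22, 20 and 20 without HT replicates 1, 2, 3, 4 and 5 in turn. With the sex term in the 9 animals and in males alone, all 47 genes kept their sign. Their median change toward the call was 1.24 in each, against 1.32, and the median standard error rose from 0.218 to 0.289 and 0.291. Both fits compare HT males with NT males, and the genes were called on these animals, so this is not independent evidence.

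**Figure D2:**
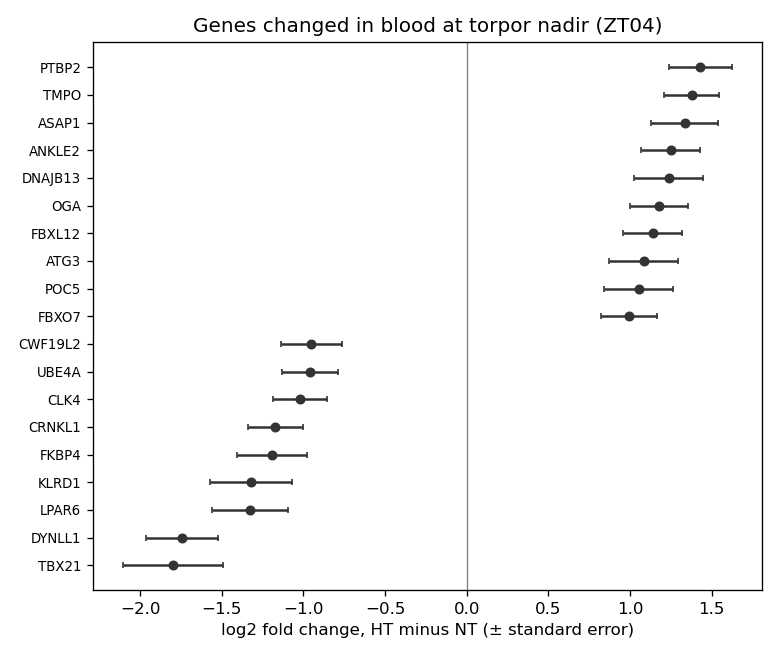
Log2 fold change, HT minus NT, of genes that changed at ZT04. They are among those with the largest rises and falls of the genes with a mean of at least 2 CPM and no overlap between the groups. Points are estimates from edgeR and bars are 1 standard error. Values run from -1.80 for TBX21 to 1.43 for PTBP2.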

The subsequent comparative literature analysis was based on these TM_IPA_. To identify relevant experiments from the literature, 314 publications were screened that dealt with transcriptomic changes in torpor considering only those hits including the keywords “torpor/hibernation” or “no torpor/no hibernation” respectively in mammals. Among these publications, those were considered for comparative literature analysis which provided a detailed list of regulated genes and which corresponded to TM_IPA_ (215 genes in total). Reports dealing with other (orthologous) genes, which were not found within TM_IPA_, were excluded (Fig. 1). Based on these criteria, 13 studies included detailed information and were hence subject in the analysis (Suppl. Table 1). TM_IPA_ and described genes in literature were compared regarding their direction of regulation (up- or downregulation). Among the 215 identified genes, 148 (68.8 %) genes showed matches in torpor regulation.

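Among the 148 genes with matches that the paper lists by name, 147 were measured at ZT04 and 146 had the sign of the paper's arrow (99.3%). CPB2, which encodes an inhibitor of fibrinolysis, rose from 0.0689 ± 0.0229 to 0.889 ± 0.175 CPM (SD, n = 4 NT and 5 HT), a log2 fold change of 3.66 ± 0.40 (adjusted p = 0.00535, edgeR quasi-likelihood test). ATG3, an enzyme of autophagosome formation, rose by 1.08 ± 0.21 (adjusted p = 0.0459), with HT replicate 5 lowest of its group at 2.35 CPM. Over all genes 3 of the target molecules passed the edgeR test, while DESeq2 called 49. When adjusted over the list alone, 123 passed in the direction of the arrow and 1 in the other direction, and 130 and 1 met the paper's cut-offs. The paper chose these genes on the same animals, so their direction is not independent evidence. The 1 gene against its arrow was BCL2L11, which encodes the pro-apoptotic protein BIM, at 0.79 ± 0.24 (adjusted p = 0.138). IL6 had 53 counts over the 9 animals and was not tested. The median change toward the arrow was 0.67 on the log2 scale.

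**Figure D3:**
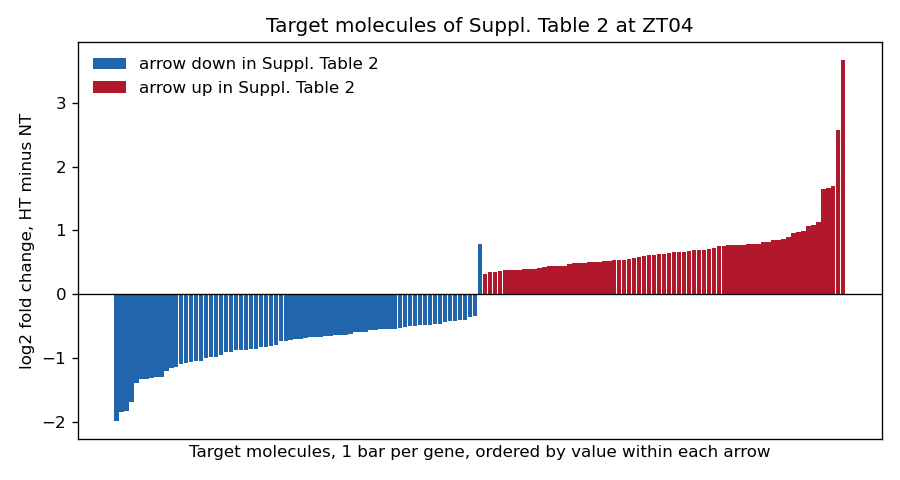
Log2 fold change, HT minus NT at ZT04, of the 147 measured target molecules, 1 bar per gene, grouped by the arrow in the paper's Suppl. Table 2 and ordered by value. The 1 bar above 0 among the genes with an arrow down is BCL2L11.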

### Gene expression similarities across different species and organs

The torpor-regulated matching genes that have been reported in the literature derived from research on nine different mammalian species from the orders Rodentia, Primates, Chiroptera, Carnivora, and Microbiotheria and in total ten different organs (Figs. 2 and 3). Most matches with Djungarian hamsters were found for the thirteen-lined ground squirrels (*Ictidomys tridecemlineatus*), for which similarities were described for 122 genes in altogether six different organs. 

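All 122 genes listed for the thirteen-lined ground squirrel were measured in the hamsters' blood, and each had the sign of the listed arrow at ZT04, 63 upward and 59 downward. Over all genes 2 of them passed the edgeR test in that direction, ATG3 among them. With DESeq2 39 were called. Adjusted over the list alone the edgeR count was 96, which is not independent evidence because the list was chosen on these animals. The median change toward the arrow was 0.65 on the log2 scale. By organ over all species, brown adipose tissue and bone marrow gave the most listed genes, with 77 and 66 measured.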

The second most matching genes were identified for the little brown bat (*Myotis lucifugus*) with 65 genes in one organ. This was followed by the greater horseshoe bat (*Rhinolophus ferrumequinum*) with 16 genes in one organ, the arctic ground squirrel (*Urocitellus parryii*) with eight genes in three organs, the house mouse (*Mus musculus*) with eight genes in one organ and monito del monte (*Dromiciops gliroides*) with eight genes in three different organs, the black bear (*Ursus americanus*) with four genes in two different organs, the dwarf lemur (*Cheirogaleus medius*) with two genes in one organ and finally the grey mouse lemur (*Microcebus murinus*) with one gene in three different organs, respectively (Fig. 2). 

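The 65 genes listed for wing tissue of the little brown bat were all measured, 38 with an arrow up and 27 with an arrow down, and 64 had that sign in blood at ZT04. None passed the edgeR test over all genes, while 50 passed as listed and 1 (BCL2L11) against its arrow when adjusted over the list alone. An unadjusted p under 0.05 was reached by 56 of them, and DESeq2 called 19. As elsewhere, the genes were chosen by the paper on the same 9 animals.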

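Every measured gene of these species had the sign of its arrow in hamster blood at ZT04. For the greater horseshoe bat this held for 16 genes, 13 of them downward, for the arctic ground squirrel for 9, for the house mouse for 7 of 8 listed, for monito del monte for 8, for the black bear for 4, for the dwarf lemur for 2 and for the grey mouse lemur for 1. CPB2, listed for liver of the arctic ground squirrel, was the 1 gene here past the edgeR test over all genes. Adjusted over each list alone, 14, 7, 7, 8, 4, 2 and 1 genes passed in the same order, again on a list chosen from these animals. The same numbers had an unadjusted p under 0.05. DESeq2 called 8 genes of the greater horseshoe bat, 5 of the house mouse, 5 of monito del monte, 3 of the black bear, 2 of the arctic ground squirrel, 1 of the grey mouse lemur and 0 of the dwarf lemur.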

Regulated genes from each species and organ that matched with TM_IPA_ derived from torpid Djungarian hamsters are displayed in Suppl. Table 2.

**Fig. 2:**
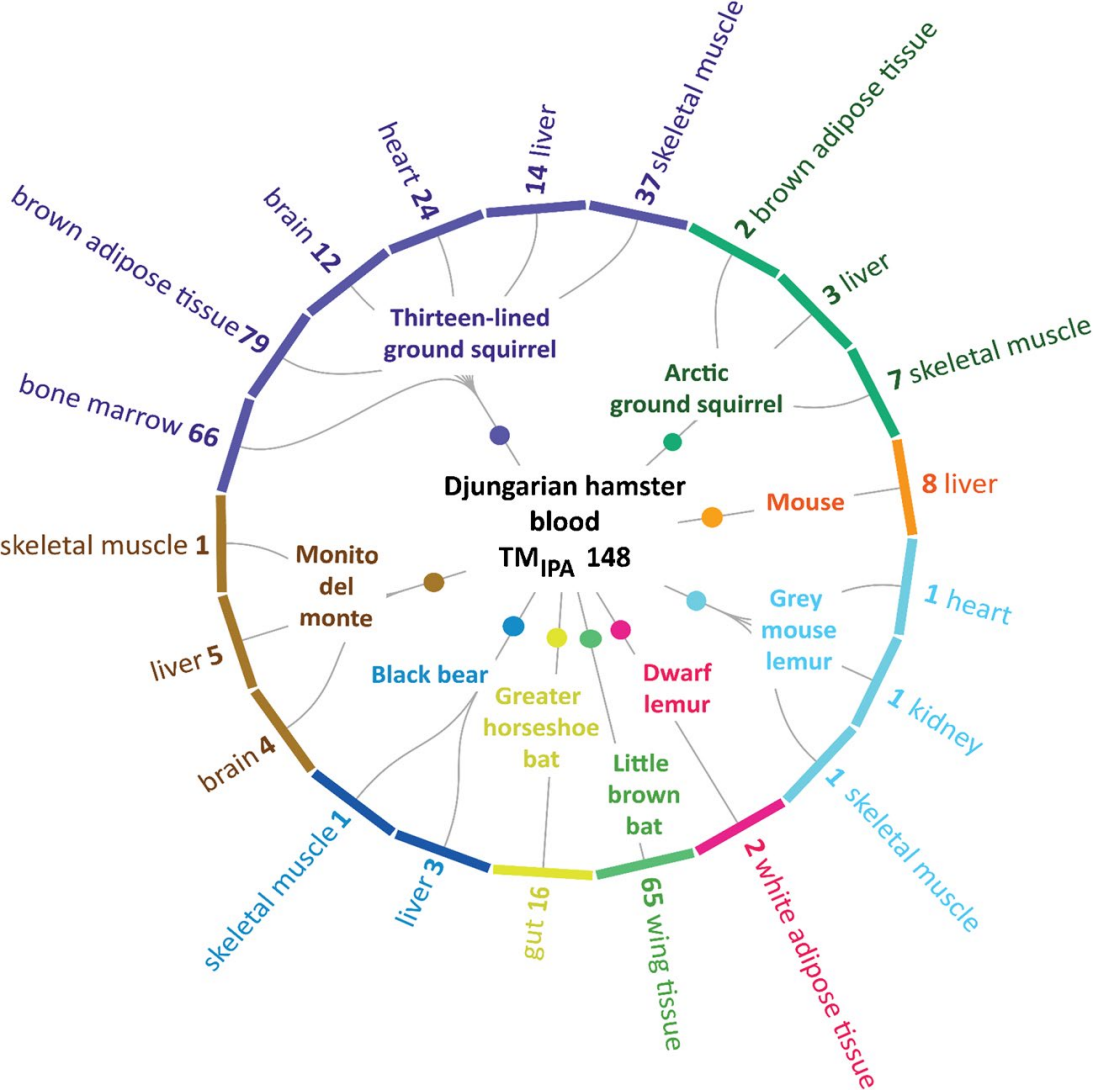
Radial diagram showing the distribution of 148 matches of target molecules (TM_IPA_) and data from literature research. TM_IPA_ from the transcriptome of Djungarian hamsters in ZT04 were identified by IPA and compared to transcriptomic data from hibernating mammals described in the literature. The digits next to the organs represent the number of genes found in the respective organ. The same gene can be affected in different organs of the same species

**Fig. 3:**
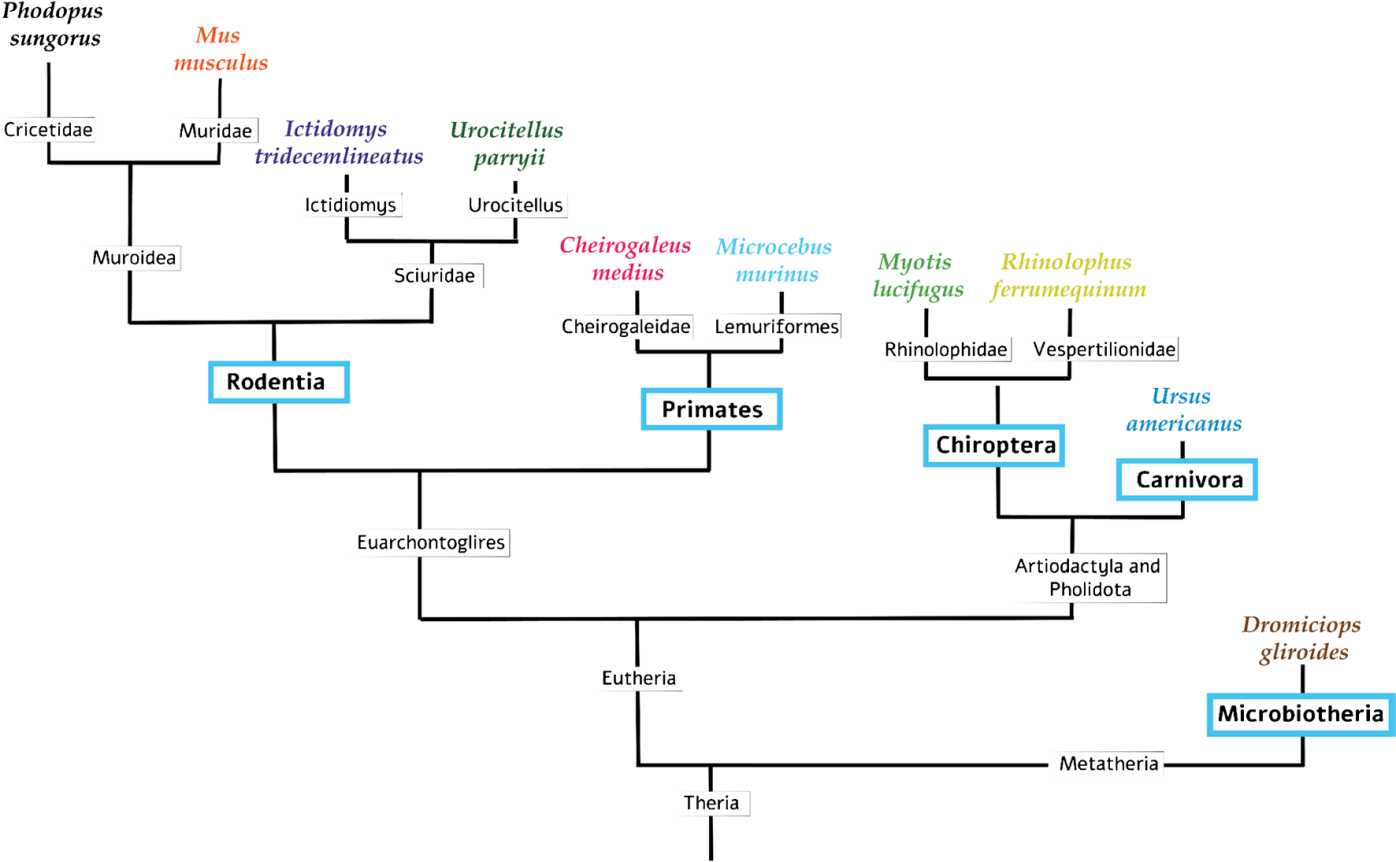
Simplified phylogenetic tree demonstrating the distance in phylogenetic relationship of the orders (blue boxes) the analyzed species belong to

### Phylogenetic relationship between the orders

Remarkably, the order classification of these species showed very different degrees of phylogenetic relationship (Fig. 3) and torpor modes.

In the order Rodentia, corresponding genes were found in three species. Among them were the thirteen-lined ground squirrel (*Ictidomys tridecemlineatus*) and the arctic ground squirrel (*Urocitellus parryii*). Both species hibernate for a period of six to nine months where their drastic metabolic reduction results in a T_b_ decrease down to values ranging from 2 to 10 °C. In this state, their heart rate drops to 3–10 beats per minute (bpm) (in active state 200–300 bpm), oxygen consumption reduces to 2–3 % of normal levels and MR is reduced by 98 % [59]. During the hibernation period, thirteen-lined ground squirrels arouse every ten days to eat stored food and urinate, whereby their T_b_ rises from 8 to 37 °C in less than 3 h [11]. Arctic ground squirrels (*Urocitellus parryii*), however, rewarm in regular episodes of arousal spontaneously to euthermic levels (36–37 °C) and maintain that temperature for 15–24 h before re-entering torpor [69].

The only non-hibernator by nature in this phylogenetic order is the house mouse (*Mus musculus*). A torpid state can be induced in house mice by a negative energy balance through food restriction and a moderate decrease in ambient temperature below the thermoneutral zone. In this so-called synthetic torpor state [62], the mice conserve energy by reducing MR by 45.1 ± 4.6 %, immobility, decrease in sensory perception, respiratory rate, and heart rate [37, 62].

Within the primate order, similar gene expression regulation during torpor/hibernation was found in the fat-tailed dwarf lemur (*Cheirogaleus medius*) and the grey mouse lemur (*Microcebus murinus*). In the highly dry seasonal climate of Madagascar, fat-tailed dwarf lemurs “hibernate” for up to seven months in order to reduce energy in times of extreme drought and food shortage. Over many weeks or even months, their T_b_ is close to ambient temperature, causing daily fluctuations up to 20 °C (between 10 and 30 °C) [14]. Dwarf lemurs can easily double their body weight before hibernation through increasing white adipose tissue (WAT), which then serves as an energy reservoir during prolonged period of physical inertia [13]. In contrast, grey mouse lemurs (*Microcebus murinus*) exhibit daily torpor. They live in the dry deciduous forests of Madagascar and are able to enter torpor when dryness sets in and food and water are scarce [57]. These animals reduce their T_b_ in a range of 7.8–29.1 °C. This large variability in T_b_ during torpor is due to strong variations in ambient temperatures ranging from 7.2 to 18.5 °C [58]. It is interesting to note here, that lemurs are the species closest related to humans that undergo natural hypometabolism [3, 19].

In the order Chiroptera, similarities in transcriptomic changes during torpor were found in the little brown bat (*Myotis lucifugus*), a small insectivore that lives throughout North America, from Alaska to Mexico [21]. The northern populations hibernate from September to May and the southern populations from November to March. The little brown bat does not migrate during the change of seasons. The duration of the hibernation season of these bats depends on latitude and takes place for five to eight months per year in caves and mines that are cold (−4 -to 13 °C), humid (>90% relative humidity), and draughty [51].

The other bat species is the greater horseshoe bat (*Rhinolophus ferrumequinum*), which has a wide distribution across Europe, Africa, and Asia and has become a model organism for studying bat hibernation. Within this species, hibernation takes place from October to April with irregular inter-bout arousals. The bats hibernate in cold underground sites during winter [16] for up to eight months without a food supply and their T_b_ can be reduced to 10 °C and lower [21].

Within the order of Carnivores, transcriptomic similarities with Djungarian hamsters were identified in the black bear (*Ursus americanus*) which hibernates for three to six months. However, in this special hibernation state the animals are still able to move, and they remain conscious, however without defecating, eating, or urinating. Although black bears do not reduce their T_b_ as drastically as rodents (from 36 to 30 °C), their MR is reduced by 20–50% and after hibernation, it takes two to three weeks for them to recover to their normal T_b_ [63].

The phylogenetically most remote order, in which transcriptomic similarities were found is the order of Microbiotheria. Here monito del monte (*Dromiciops gliroides*), a South American marsupial, exhibits short periods of daily torpor in summer and slightly longer periods of torpor or hibernation in winter. This allows these small mammals to save up to 60 % of their daily energy needs in the cold season and to reduce MR by around 90% [47].

Altogether, a considerable number of transcriptomic alterations are similar in the Djungarian hamster during daily torpor nadir and other mammals in different states of metabolic downregulation, irrespective of organ type, species, order, and the mode of torpor/hibernation (Fig. 2 and Fig. 3).

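By organ, the listed genes measured in the hamsters' blood were 41 in skeletal muscle, 28 in liver, 23 in heart, 16 in gut, 14 in brain, 2 in white adipose tissue and 1 in kidney, and all of them had the sign of their arrow at ZT04. The 28 liver genes came from 5 species, and so did the 41 of skeletal muscle. CPB2 was the 1 gene of liver that passed the edgeR test over all genes. Adjusted over each organ's list alone, 39 genes of skeletal muscle, 27 of liver and 22 of heart passed, which is not independent evidence of their direction. With DESeq2 the counts over all genes were 16, 14 and 10. From genes that are regulated the same way in hamster blood and in the literature on other species, the paper concludes that a considerable number of transcriptomic alterations are similar, irrespective of organ, species, order and mode of torpor. The paper adds that the comparison rests on a literature search with defined keywords.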

However, this comparative approach is based on a collection of data derived from a literature search with defined keywords. It cannot be excluded that published data on other hibernating species were not retrievable as by the keywords applied, or have not been published by the date of search.

### Clustering the matching genes into physiological categories

To obtain insights into the involvement of the matching key target molecules (TM_IPA_) in homeostasis and functional properties, genes were clustered by means of the IPAs network analysis tool into distinct physiological categories, which are known to also have relevance in torpor. By this, the potential outcomes of the up- or downregulated TM_IPA_ were predicted in relation to cellular processes and organ (dys-)functions. The first category was termed *basic cellular mechanisms*. It includes basic physiologic processes, which are crucial for cellular homeostasis and cell survival. The second category comprised grossly the *immune system* with a focus on both its maintenance and distinct functions. The third category encompassed the immediate protective effect of TM_IPA_ regulation on *other organs*, with the heart, kidney, and liver being highly affected representatives (Fig. 4).

**Fig. 4:**
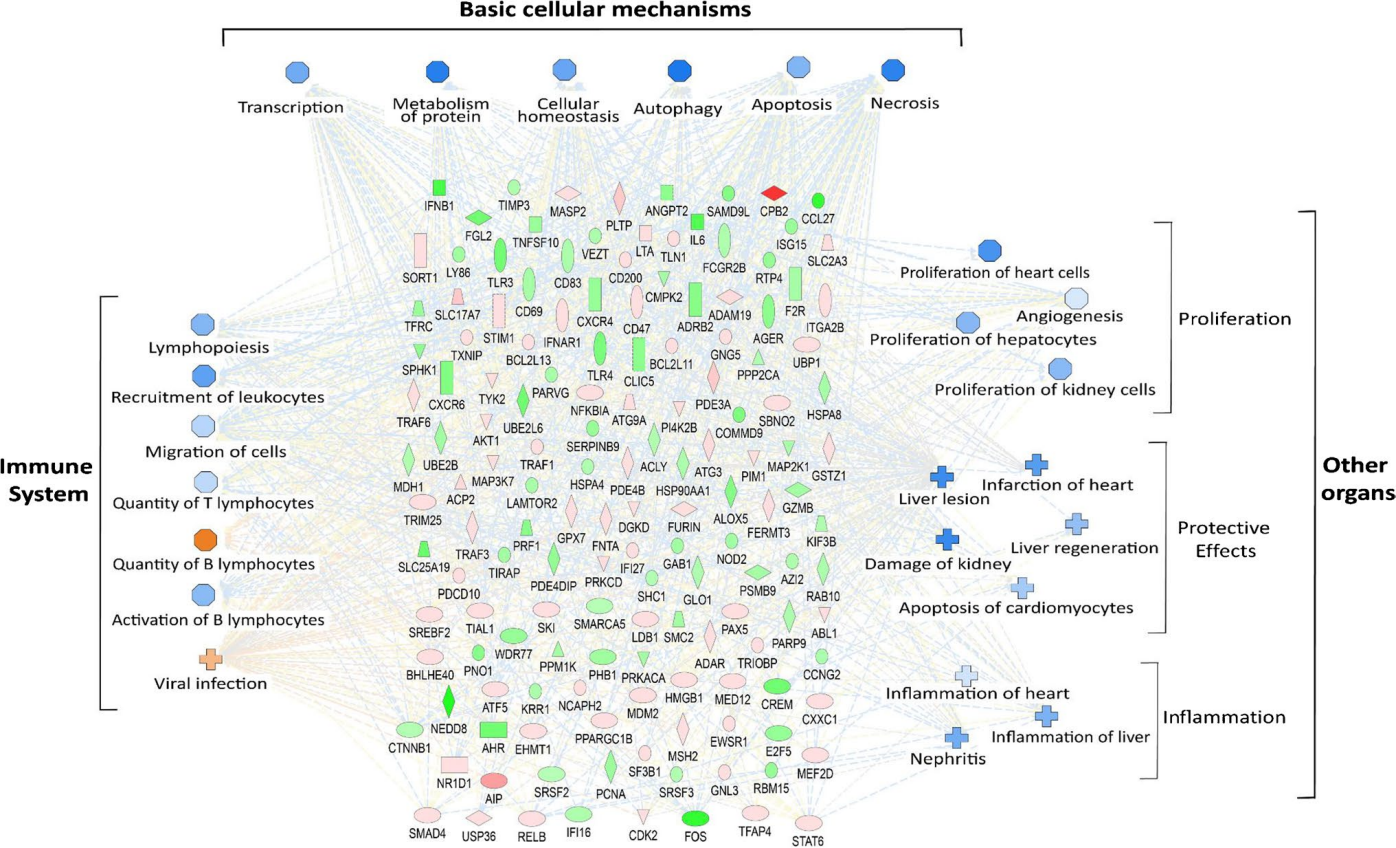
Predicted network downstream effects based on upstream regulating functions of 148 matching TM_IPA_. Regulated genes (green: decreased measurement, red: increased measurement) were processed by the *network analysis* tool of IPA and the predicted downstream effect was assessed with regard to *basic cellular mechanisms*, *immune system*, and *other organs*. Blue symbols describe predicted inhibition and orange symbols describe predicted activation. Intensity of the respective colour mirrors the magnitude of gene expression regulation or downstream prediction, respectively. Gene symbols are depicted according to IPA and are categorized according to their functional characteristics, e.g., kinases or transcriptional regulators. Octagons represent function and crosses represent diseases

During torpor and hibernation, *basic cellular mechanisms* are drastically shut down to save energy and assure survival. 

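No gene of the transcription machinery, the ribosome or the proteasome passed the test in HT blood at ZT04. Of 41 genes of RNA polymerase II and the general transcription factors, none passed the edgeR quasi-likelihood test over all genes and 0 were higher and 4 lower when adjusted over the list alone. The lowest p values in that list belonged to GTF2E1 (log2 fold change -1.37 ± 0.31, adjusted p = 0.0721), TAF7 (-0.76 ± 0.18) and POLR2B (-0.78 ± 0.19), a large subunit of the polymerase. An unadjusted p under 0.05 was reached by 7 of them, and DESeq2 called 1 higher and 4 lower. Cytosolic ribosomal protein genes had a median change of 0.02 over 78 genes (with a mean of the other sign, -0.01) and translation factors 0.00 over 42, with no gene called by edgeR or DESeq2 and 1 and 5 at an unadjusted p under 0.05. For 39 ribosome biogenesis factors, PNO1 at -1.04 ± 0.25 was the 1 gene lower when adjusted over the list alone. Among 37 proteasome subunits, PSMD7 had the lowest p at -0.70 ± 0.18 (adjusted p = 0.0896), 7 genes had an unadjusted p under 0.05 and DESeq2 called 1 lower. The splicing list held 31 genes, with SF3B1 at 0.67 ± 0.19 and SRSF7 at -0.52 ± 0.16, 7 at an unadjusted p under 0.05 and 1 higher and 2 lower with DESeq2. None of these lists passed camera, which looks for a shared direction (adjusted p = 0.211 for the transcription machinery and 0.0658 for the proteasome). The mixed form of fry counts changes in either direction and does not compare a list with other genes. It gave adjusted p = 7.16e-05 for the transcription machinery, 8.31e-05 for ribosome biogenesis, 0.00122 for splicing and 0.0219 for the proteasome. Translation factors and ribosomal proteins had 0.0599 and 0.812. In the paper's function Transcription, 71 of its 71 measured genes had the sign of the arrow in the paper's table. With edgeR 0 passed over all genes and 60 did when adjusted over the list alone, while DESeq2 called 26. Metabolism of protein held 41 measured genes, of which CPB2 passed over all genes and 37 over the list alone, while DESeq2 called 16. The paper chose these genes on the same animals, so their direction is not independent evidence.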

Network analysis of the 148 TM_IPA_ predicted a general inhibition of *transcription* and *protein metabolism*. This corresponds with reports describing the need for a balanced transcription depending on the demands of gene products, since protein biosynthesis is an energetically expensive cellular process [17, 64]. Moreover, the shut-down of the transcription machinery is believed to be associated with low temperatures, because cold depresses moderate transcription initiation and more severely elongation, making transcriptional depression during torpor a reversible process [64]. However, the Djungarian hamsters in this study were kept at constant ambient temperatures of 20 ± 1 °C, suggesting energy saving to be the main reason for downregulated transcription. The involvement of TM_IPA_ in diverse cellular processes also resulted in a predicted inhibition of *cellular homeostasis* and *autophagy* during torpor. 

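ATG3 rose in HT blood, and of 33 core autophagy genes the other 32 did not pass the edgeR quasi-likelihood test over all genes. WIPI1 was at -1.42 ± 0.36 (log2 fold change, adjusted p = 0.0899), ATG2A, which encodes a lipid transfer protein of autophagosomes, at 0.61 ± 0.16 and PIK3R4 at -0.79 ± 0.23. Adjusted over the list alone, 2 were higher and 2 lower. For MTOR the log2 fold change was 0.14 ± 0.23 (adjusted p = 0.844) and for the AMPK catalytic subunits PRKAA1 and PRKAA2 -0.35 ± 0.31 (adjusted p = 0.656) and 0.66 ± 0.23 (adjusted p = 0.199), with NT replicate 1 apart from its group for PRKAA2 at 3.16 CPM. Over 28 genes of the mTOR and AMPK complexes none passed, 8 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 1 lower, with a median of 0.02 and a mean of -0.04. AKT1S1, an inhibitory mTORC1 subunit, was at 1.24 ± 0.30 and MLST8 at -0.76 ± 0.20, the 1 gene higher and 1 lower when adjusted over the list alone. FKBP4 was the 1 of 21 heat shock and chaperone genes to fall, 5 were lower when adjusted over the list alone, and HSPA8 stood at -0.64 ± 0.20. In the paper's functions, 73 of 74 measured genes of cellular homeostasis and 34 of 35 of autophagy had the sign of their arrow. ATG3 was the 1 gene past the edgeR test in each, while DESeq2 called 24 and 10. When adjusted over the list alone 58 and 23 passed, and their direction is not independent evidence.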

For a physiological equilibrium within cells, the function of signalling pathways, timely control of ion pumps, and proper protein turnover are decisive [46, 54, 61]. Modulations of central regulators such as mTOR and AMPK are known mechanisms that control cell growth and survival during torpor [44, 61]. *Autophagy*, in which cells degrade their own proteins and organelles in order to get rid of dysfunctional proteins and to provide metabolites was in contrast to IPA prediction, reported to be activated during torpor [17]. However, most analyses on autophagy were performed at the early phase of the arousal process, thereby mirroring rather the high energy demands during arousal and activation of a protein quality control system to clear damaged proteins than the situation in torpor nadir [17, 65]. 

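No gene of the pro-apoptotic or anti-apoptotic lists passed the test in HT blood, and neither list moved in a shared direction by camera. Of 21 pro-apoptotic genes none passed the edgeR quasi-likelihood test, over all genes or when adjusted over the list alone, and DESeq2 called 1 higher and 0 lower. An unadjusted p under 0.05 was reached by 6 of them, and by 1594 of all 10505 genes. BCL2L11, the target molecule that went against its arrow, had the lowest p of this list and lay above 0 without passing. FADD, an adaptor of death receptors, was at -0.45 ± 0.18 (log2 fold change, adjusted p = 0.253), APAF1 at 0.44 ± 0.19 and BIK at 1.58 ± 0.68. BIRC3 was at 0.57 ± 0.19 (adjusted p = 0.167) and BCL2L1 at -0.58 ± 0.35 among 14 anti-apoptotic genes, of which 0 passed, 1 had an unadjusted p under 0.05 and DESeq2 called 0. For 13 genes of necroptosis and pyroptosis the count was 0 as well, 1 at an unadjusted p under 0.05 and 0 with DESeq2, and AIM2 stood at 0.80 ± 0.28. The medians were -0.04, -0.05 and -0.26 in the 3 lists, and camera gave adjusted p values of 0.876, 0.973 and 0.835, upward for the anti-apoptotic list despite its median. The mixed form of fry, which counts changes in either direction, gave adjusted p values of 1.63e-05, 0.332 and 0.0219. That form does not compare a list with other genes. The paper's function Apoptosis has 103 measured genes, 102 with the sign of the arrow, and Necrosis 100, with 99. ATG3 passed over all genes in both, CPB2 in Necrosis, and 85 and 83 passed as listed when adjusted over the list alone, while DESeq2 called 36 and 38. The paper chose these genes on the same animals, so their direction is not independent evidence.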

The last two processes in this first category, *apoptosis,* and *necrosis***,** were in line with reports of limited apoptosis and fostered pro-survival processes by the induction of anti-apoptotic mechanisms, altered signal transduction, reversible post-translational modifications of proteins, specific microRNAs, and anti-oxidative protection [1, 56]. The same mechanisms also add to the prevention of necrotic tissue damage [7]. Altogether, the predictions of IPA regarding inhibition of *basic cellular mechanisms* in torpor based on TM_IPA_ demonstrate that common changes, which are valid for the whole organism can be displayed by the blood cell transcriptome.

Since blood cells were the samples for the present transcriptome analyses in Djungarian hamsters, the second category dealt with TM_IPA_-derived predictions on inhibition or activation of *immune system*-associated processes (Fig. 4). It is broadly acknowledged that torpor induces a state of immune dormancy in which innate and adaptive immune cell functions are decreased in order to conserve energy [5, 7, 39]. Immune processes, which IPA predicted to be inhibited were well in accordance with other publications. 

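Transcription factors and receptors of lymphocyte development did not pass the test in HT blood, and their median log2 fold change lay above 0. PAX5, the B lineage commitment factor, was at 0.49 ± 0.21 (log2 fold change, adjusted p = 0.282, edgeR quasi-likelihood test), BACH2 at 0.92 ± 0.42, EBF1 at 0.56 ± 0.28 and IL7R at 0.43 ± 0.23. Of 22 lymphopoiesis regulators none passed over all genes or when adjusted over the list alone, 2 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 0 lower. The median was 0.20 and camera gave an adjusted p of 0.167. In the paper's function Lymphopoiesis 46 of 47 measured genes had the sign of their arrow and 38 passed as listed when adjusted over the list alone, on genes chosen from these animals. Over all genes 0 passed, 41 had an unadjusted p under 0.05 and DESeq2 called 19. TFAP4, a transcription factor in that function, was at 0.96 ± 0.22 (adjusted p = 0.0766).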

According to the expression profiles of TM_IPA_, overall *lymphopoiesis* was inhibited, which was also reported by Bouma and colleagues [5]. 

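Of the lymphocyte chemokine receptors, CXCR3 fell in HT blood, while CCR7, CCR6 and CXCR6 lay below NT levels without passing. CXCR3, a receptor of activated T cells and NK cells, went from 0.889 ± 0.182 to 0.194 ± 0.0328 CPM (SD, n = 4 NT and 5 HT), a log2 fold change of -2.20 ± 0.33 (adjusted p = 0.0175, edgeR quasi-likelihood test). CCR7, which guides lymphocytes into lymph nodes, was at -1.0 ± 0.26 (adjusted p = 0.0911), CCR6 at -1.35 ± 0.37 and CXCR6 at -1.13 ± 0.33. Of 32 adhesion and trafficking receptors 1 fell, none rose and 31 did not pass, and adjusted over the list alone these 4 were lower. The list was lower by camera (adjusted p = 0.0221, and 0.609 with an estimated correlation), with a median of -0.17. However, 62 of 100 splits of these animals, the real one included, gave at least as many lists past camera. That count does not test this list by itself. In the same blood 21 of 22 NK and cytotoxic markers lay below 0 (median -0.68), and erythroid markers had a median of -0.52. The integrin genes ITGAM (0.59 ± 0.32) and ITGB2 (0.58 ± 0.33) lay above 0 without passing. For the paper's functions, all 27 measured genes of leukocyte recruitment and all 75 of cell migration had the sign of their arrow. CPB2 passed over all genes in both and ATG3 in the latter, while DESeq2 called 11 and 25. When adjusted over the list alone 20 and 55 passed, which is not independent evidence.

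**Figure D4:**
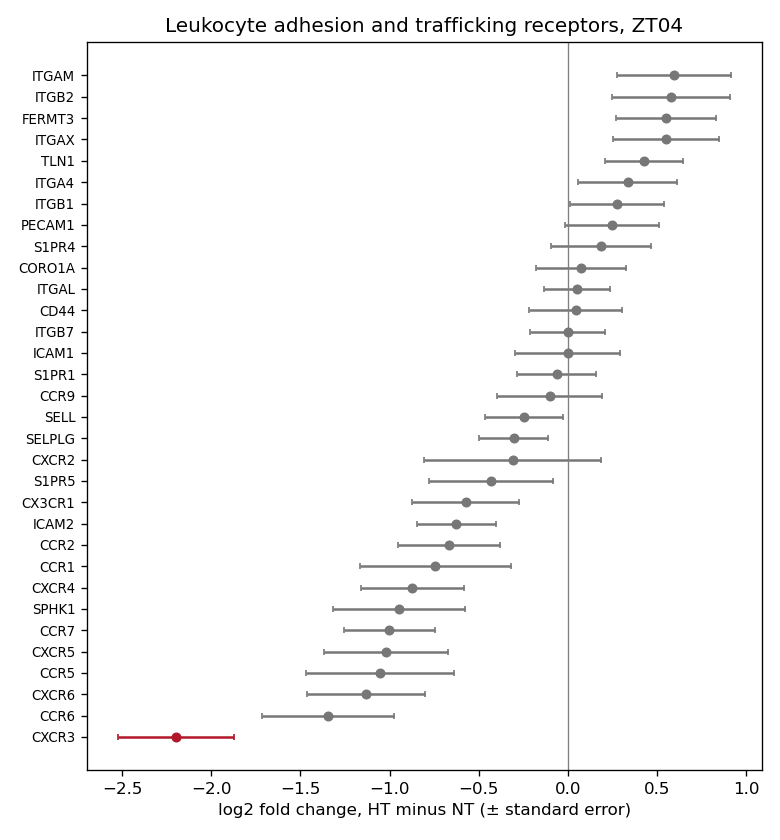
Log2 fold change, HT minus NT at ZT04, of the 32 measured leukocyte adhesion and trafficking receptors. Points are estimates from edgeR, bars are 1 standard error, and CXCR3 at -2.20, the 1 gene past the test over all genes, is drawn in red.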

The retainment of approximately 90% of the immune cell repertoire during torpor in the gut and spleen (predominantly lymphocytes) as well as in the lung (predominantly granulocytes) [5, 39] was well reflected by IPA, since it predicted an inhibited *recruitment* and *migratory* potential of leukocytes. Again, low T_b_ is regarded as the main driver of regulated immune cell abundance and function during torpor/hibernation [6]. However, predicted low *T lymphocyte quantity* in the Djungarian hamster setting indicates at least to a certain degree temperature-independent mechanisms. 

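The NK cell genes TBX21 and KLRD1 fell in HT blood, while no pan-T-cell marker passed the test over all genes. CD5 was at 0.96 ± 0.27 (log2 fold change, adjusted p = 0.121, edgeR quasi-likelihood test) and the T cell receptor gene TRBC1 at 0.65 ± 0.23, while SIT1 was at -1.03 ± 0.35. Of 28 T cell markers none passed over all genes, 1 was higher and 1 lower when adjusted over the list alone, and 5 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 1 lower. Of 22 NK and cytotoxic markers 2 fell, none rose and 20 did not pass, and 8 were lower when adjusted over the list alone. GZMA, a granzyme of killer cells, was at -1.06 ± 0.25 (adjusted p = 0.0793) and GZMK at -1.08 ± 0.26. The NK and cytotoxic list was lower by camera (adjusted p = 2.69e-09, and 0.531 with an estimated correlation) and the T cell list did not pass (adjusted p = 0.826). As many lists as in the real grouping passed camera in 62 of 100 splits of these animals. That count does not test any single list. Erythroid and reticulocyte markers were lower too, with a median of -0.52 over 25 genes (camera adjusted p = 0.000473; adjusted p = 0.934 with an estimated correlation), none of them past the edgeR test (7 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 2 lower). For the paper's function Quantity of T lymphocytes 32 of 33 measured genes had the sign of the arrow, 0 passed over all genes (29 at an unadjusted p under 0.05, 13 with DESeq2) and 28 passed as listed when adjusted over the list alone. The paper chose these genes on the same animals, so their direction is not independent evidence.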

Interestingly, the *quantity of B lymphocytes* was predicted to be increased despite lymphocyte retention, which corresponds with findings of an increased proportion of B lymphocytes in the intestinal lamina propria of hibernating bats and ground squirrels [5]. This does not only confirm IPA predictions, it shows that transcriptomic alterations in blood cells may also reflect the situation in the gut during torpor. 

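No B cell marker passed the test in HT blood, and the markers with the lowest p values lay lower than in NT blood. IGHD, the IgD heavy chain gene, was at -1.0 ± 0.28 (log2 fold change, adjusted p = 0.122, edgeR quasi-likelihood test), BANK1 at -0.96 ± 0.28, FCRLA at -1.11 ± 0.36 and FCMR at -0.69 ± 0.23. Of 23 B cell markers none passed over all genes or when adjusted over the list alone, 6 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 1 lower. At the paper's cut-offs 1 was higher and 5 were lower, and PAX5 and EBF1, both on this list, lay above 0. Their median was -0.11 and camera gave an adjusted p of 0.271. For the paper's function Quantity of B lymphocytes 15 of 16 measured genes had the sign of the arrow, 0 passed over all genes, 14 had an unadjusted p under 0.05, DESeq2 called 6, and 13 passed as listed when adjusted over the list alone, on genes chosen from these animals.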

The limitation in immune cell availability during torpor may result in an increased susceptibility towards infection with pathogens such as fungi and viruses [5]. Furthermore, *activation of T lymphocytes* was predicted to be decreased during torpor. This can be verified by observations made by Novoselova et al., where T lymphocytes derived from hibernating ground squirrels displayed a reduced proliferative capacity upon Concanavalin A stimulation [48]. Moreover, the downregulation of several genes involved in antiviral immunity led to a prediction of higher rates of *viral infection* during torpor. This is mirrored by reports of reduced stimulation-induced IFNγ production and depletion of activated CD8^+^ T cells in hibernators [5, 41]. 

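Genes of T cell activation did not pass the test, and most of the named ones lay lower in HT blood. The early activation marker CD69 was at -0.64 ± 0.22 (log2 fold change, adjusted p = 0.198, edgeR quasi-likelihood test), TNFRSF18, the receptor GITR, at -0.70 ± 0.22 and CD83 at -0.54 ± 0.19, while the kinase gene FYN was at 0.42 ± 0.20. Of 23 T cell activation genes none passed over all genes or when adjusted over the list alone, 3 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 0 lower. The median was -0.22 and camera gave an adjusted p of 0.211. Within the paper's function Activation of T lymphocytes 29 of 30 measured genes had the sign of the arrow, 0 passed over all genes (23 at an unadjusted p under 0.05, 8 with DESeq2) and 19 passed as listed when adjusted over the list alone. The paper chose these genes on the same animals, so their direction is not independent evidence. PRF1, the pore-forming protein of killer cells, was at -1.05 ± 0.31 (adjusted p = 0.131).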

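Interferon-stimulated genes, the antiviral response of a cell to interferon, were lower as a group in HT blood by camera (adjusted p = 0.0379; adjusted p = 0.657 with an estimated correlation), with a median log2 fold change of -0.23. Beside them, NK and cytotoxic markers had a median of -0.68 and erythroid markers one of -0.52. As many lists as in the real grouping passed camera in 62 of 100 splits of these animals, which does not test any single list. SAMD9L, an antiviral factor, was at -1.10 ± 0.23 (log2 fold change, adjusted p = 0.0590, edgeR quasi-likelihood test), the ISG15-conjugating enzyme gene UBE2L6 at -1.32 ± 0.42, CMPK2 at -0.65 ± 0.24 and ISG15 at -0.83 ± 0.32. Of 39 measured interferon-stimulated genes none passed over all genes, SAMD9L was the 1 gene lower when adjusted over the list alone, and 10 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 2 lower. IFNG had 53 counts over the 9 animals and was not tested. Within the paper's function Viral Infection 75 of 76 measured genes had the sign of the arrow, 0 passed over all genes (67 at an unadjusted p under 0.05, 30 with DESeq2) and 63 passed as listed when adjusted over the list alone, on genes that the paper chose from these animals.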

Interestingly hibernating mammals do not suffer from viral infection or re-activation, which is most likely attributed to a virus dormancy that comes along with the reduced metabolic activity of the host [27, 28].

Of note, genetic alterations that led to changes in the immune cell level were documented for all organs within the reviewed literature. It cannot be excluded, that immune cells were present in the analysed tissues, which may have added to the high concordance. However, since in the majority of studies (7 of 13) organs were flushed before preparation, the amounts of immune cells are expected to be low. These data show that a distinct set of genes is affected in blood cells and throughout several organs that reflect impaired immune cell capacities during torpor.

In torpor or hibernation, *organs* are capable to resist tissue damage despite unavoidable cell stress. Thus, the third category describes the IPA-predicted effects of gene regulation identified in blood cells on the *heart*, *kidney*, and *liver* (Fig. 4).

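Cell cycle genes of blood cells did not pass the test over all genes at ZT04. PCNA, the sliding clamp of DNA replication, was at -0.80 ± 0.17 (log2 fold change, adjusted p = 0.0590, edgeR quasi-likelihood test) and the kinase gene CDK2 at 0.81 ± 0.20 (adjusted p = 0.0870), which were lower and higher in turn when adjusted over the list alone. SMC2 was at -0.67 ± 0.21 and TPX2 at -0.73 ± 0.29. Of 32 proliferation genes none passed over all genes, 5 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 1 lower, and camera gave an adjusted p of 0.516. TXNIP, an inhibitor of glucose uptake and of thioredoxin, was at 0.77 ± 0.20, BTG1 at -0.61 ± 0.18 and CCNG2 at -0.56 ± 0.17 among 17 quiescence genes, of which 1 was higher and 2 lower when adjusted over the list alone and 0 over all genes. Of those 4 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 2 lower, and the median of -0.12 and the mean of 0.02 differ in sign. Across the paper's functions the measured genes were 5 for heart cells, 10 for hepatocytes and 5 for kidney cells, each with the sign of its arrow. CPB2, in the hepatocyte function, was the 1 gene past the test over all genes. When adjusted over the list alone 5, 10 and 4 passed, which is not independent evidence, and DESeq2 called 2, 5 and 2. AKT1, in the heart function, was at 0.64 ± 0.20.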

Altogether, *proliferation* was predicted to be inhibited. Moreover, the transcriptional profile indicated reduced angiogenesis. This corresponds well with the observation that cell proliferation as a very energy-consuming process is shut down during torpor/hibernation and mirrors functional adaptations during torpor/hibernation. 

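Angiogenic growth factors and receptors did not pass the test in HT blood. ANGPT2, a ligand of the endothelial receptor TIE2, was at -0.99 ± 0.34 (log2 fold change, adjusted p = 0.180, edgeR quasi-likelihood test), SPHK1 at -0.95 ± 0.37, TIMP3 at -0.49 ± 0.22 and NRP1 at -1.07 ± 0.52. Of 17 measured genes none passed over all genes or when adjusted over the list alone, 3 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 0 lower. Their median was -0.20 and camera gave an adjusted p of 0.311. All 41 measured genes of the paper's function Angiogenesis had the sign of the arrow, 0 passed over all genes (36 at an unadjusted p under 0.05, 13 with DESeq2) and 29 passed when adjusted over the list alone, on genes chosen from these animals. AHR, the aryl hydrocarbon receptor gene in that function, was at -1.31 ± 0.32 (adjusted p = 0.0837).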

A high proportion of cells reversibly exits the cell cycle during hibernation and remains arrested in the G_0_-phase until arousal [17]. In the case of the heart, cardiomyocytes become hypertrophic in G_0_ to manage the increased workload during torpor due to an increased viscosity of the blood, which is accompanied by reduced vascular elasticity [68]. Kidney function is strongly downregulated in torpor with almost no glomerular filtration or urine output. This is mainly due to hypothermia-mediated renal vasoconstriction and reduced renal blood flow because of infrequent cardiac output. However, no structural changes occur, neither growth-promoting nor degrading processes, which ensures a fully maintained function directly after arousal [40]. Reduced proliferation of hepatocytes within the liver is a result of a reversible cellular quiescence of these cells during torpor [67]. In active (summer) conditions, hepatocytes display a high proliferative capacity to regenerate quickly in the case of tissue damage.

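Toll-like receptors and their adaptors, which sense microbial products, were lower as a group in HT blood by camera (adjusted p = 0.000473; adjusted p = 0.609 with an estimated correlation), with a median log2 fold change of -0.44. TLR8, a receptor of single-stranded RNA, was at -1.56 ± 0.38 (log2 fold change, adjusted p = 0.0842, edgeR quasi-likelihood test), TLR6 at -1.48 ± 0.36, TLR3 at -1.30 ± 0.38 and NOD2 at -0.71 ± 0.20. Of 24 Toll-like receptor and adaptor genes none passed over all genes, 1 was higher and 7 lower when adjusted over the list alone, and 11 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 6 lower. IFNB1 was at -1.69 ± 0.44 (adjusted p = 0.100), CCL27 at -1.83 ± 0.61, CXCL9 at -1.74 ± 0.58 and the lymphocyte chemokine gene CCL5 at -1.01 ± 0.32. Of 18 measured cytokine and chemokine genes none passed over all genes, these 4 were lower when adjusted over the list alone, and 8 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 2 lower. The cytokine list was lower by camera as well (adjusted p = 0.0459, and 0.531 with an estimated correlation). The number of all lists past camera was no larger than in many other splits of these animals (62 of 100 gave as many). That count does not test either list by itself. Markers of NK and cytotoxic cells (median -0.68, 21 of 22 below 0) and of erythroid cells (median -0.52) lay lower in the same animals. Across the paper's functions all 7 measured genes of heart inflammation, all 22 of liver inflammation and 21 of 22 of nephritis had the sign of the arrow. None of them passed over all genes, 4, 17 and 18 had an unadjusted p under 0.05, DESeq2 called 2, 7 and 5, and 4, 16 and 15 passed as listed when adjusted over the list alone. The paper chose these genes on the same animals, so their direction is not independent evidence.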

*Inflammatory processes* in the heart, kidney, and liver were also predicted to occur more rarely (Fig. 4). Due to the depressed functional capacities of both the particular organ and the immune system, lower levels of inflammation were expected. 

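TLR4, the receptor of bacterial lipopolysaccharide, had 0.254 ± 0.0454 CPM in HT and 0.572 ± 0.208 CPM in NT blood at ZT04 (SD, n = 5 and 4). Its log2 fold change was -1.20 ± 0.38 (adjusted p = 0.153, edgeR quasi-likelihood test), and every HT animal lay below every NT animal. DESeq2 called it lower (adjusted p = 0.0397), and with edgeR it met the paper's cut-offs. It rests on 232 counts over the 9 libraries. Monocytes express TLR4, and other monocyte markers did not pass either, with LY86 at -0.73 ± 0.27, CCR2 at -0.67 ± 0.29 and CD68 at 0.39 ± 0.20. Of 20 monocyte markers none passed over all genes or when adjusted over the list alone, 3 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 1 lower. Their median was -0.12, and camera gave an adjusted p of 0.633.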

The reduced expression of TLR4, which was found among TM_IPA_ and which is highly abundant in heart inflammation [20] suggests a reduced inflammatory potential in heart tissue during torpor. Moreover, immune activation and inflammatory signalling pathways in the liver were shown to be strongly suppressed during torpor [43].

Altogether, local adaptations of organs towards the reduction of MR and T_b_ result in *protection* from organ damage. 

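No antioxidant enzyme gene passed the test in HT blood, and the members with the lowest p values lay on both sides of NT levels. GSTZ1 was at 0.75 ± 0.23 (log2 fold change, adjusted p = 0.139, edgeR quasi-likelihood test) and the mitochondrial thioredoxin reductase gene TXNRD2 at 0.66 ± 0.24, while glutathione reductase (GSR) was at -1.03 ± 0.33 and the mitochondrial peroxiredoxin gene PRDX3 at -1.16 ± 0.37. Of 26 antioxidant genes none passed over all genes or when adjusted over the list alone, 6 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 0 lower. Their median was -0.12, and camera gave an adjusted p of 0.826. Blood was drawn by puncture of the heart, and of 3 measured heart muscle genes TNNT2 was at 1.68 ± 0.64 (adjusted p = 0.231) without passing. Across the paper's functions on damage, 100 of 101 measured genes of liver lesion, 13 of 14 of cardiomyocyte apoptosis, all 13 of heart infarction, all 14 of kidney damage and all 4 of liver regeneration had the sign of the arrow. Over all genes 2 passed the test, both in liver lesion and CPB2 among them. Adjusted over the list alone 82, 11, 10, 13 and 4 passed as listed, which is not independent evidence. In the same order DESeq2 called 33, 8, 3, 7 and 2. CREM, a cAMP-responsive transcription factor gene in liver regeneration, was at -1.30 ± 0.47 (adjusted p = 0.202).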

Animals capable to perform torpor developed mechanisms, which induce resistance against hypothermia-induced cell damage, ionic overload, and tissue injury due to an ischemic state and increased perfusion upon arousal, whereby the entire genetic program seems to be activated independently of ambient temperatures. In non-hibernators, an extensive drop in T_b_ would lead to cardiac arrhythmias, which can result in heart infarction, sudden cardiac death, or causes ischemic reperfusion (IR) injury upon arousal [68]. Adapted signalling pathways enable the regulation of ion transporters, which control cardiac contraction and relaxation, and the elevated production of anti-oxidative enzymes, which protect from cardiac injury during and after torpor/hibernation together with an upregulation of anti-apoptotic genes [30, 68]. Kidney adaptations likewise permit to withstand low T_b_ and organ perfusion as well as reperfusion by the increase of antioxidant enzymes and the downregulation of pro-apoptotic processes [40]. Hepatocytes and the whole liver as such are also protected against damage by torpor-associated conditions and IR, which is mainly attributed to the upregulation of antioxidants and anti-apoptotic proteins [43, 50].

Aside from this, a low occurrence of glucose metabolism disorders and brain lesions was predicted on the basis of TM_IPA_ (data not shown), for both of which hibernating animals were observed to be resistant during deep torpor [2, 15].

Altogether, these data suggest that the suppression of energy-consuming basic cellular processes, downregulation of pro-inflammatory immune responses, and organ protection by predominantly suspending pro-apoptotic processes and fostering production of antioxidants allow one to go into torpor/hibernation without any signs of tissue damage upon arousal. Moreover, these data further corroborate that transcriptomic alterations which are required for performing torpor/hibernation in general and on the specific organ level can be detected and mirrored by blood cells.

The assignment of each cellular process and organ (dys-)function to the respective set of genes is listed in Suppl. Table 3.

### Implications of transcriptome discoveries in blood during torpor

The findings resulting from the differential gene expression analysis, the subsequent comparative literature research, and the IPA network analysis demonstrate that common regulatory mechanisms at the genetic level exist that are independent of species, organ, and mode of metabolic reduction (torpor or hibernation). Moreover, the analysis of torpor-specific transcriptomic alterations in blood cells allows for analyzing changes in a standardized manner across different science groups and experimental questions. The analysis of solid organs imperatively requires to sacrifice of the animal and always bears the risk to induce changes due to operational procedures such as the way of organ removal and tissue processing.

Using blood as a sample specimen for torpor-associated transcriptomic changes within the whole body would allow monitoring transcriptional alterations in hibernation and daily torpor in particular which are known to be very dynamic processes. The inter-bout arousals which are observed among the majority of hibernating species are characterized by a rapid shift in metabolism and body temperature. To sustain these radical changes and to remain homeostasis, fast transcriptional adjustments by *de novo* transcription are required to meet the specific need in each respective phase of torpor/hibernation [25, 29].

### Translations from hibernation physiology to human health

Learning from the blood transcriptome of hibernating species can help to deepen the understanding of torpor which likely bears great potential for human medicine and spaceflight. For example, the discovery of brown adipose tissue (BAT) in humans and the understanding of BAT thermogenesis derived from studies on appropriate hibernating mammals may help to identify an endogenous therapeutic target to treat obesity and diabetes [2]. Hibernators are natural model organisms for physiological obesity without detrimental health consequences. Understanding the underlying mechanisms, which are supposed to occur at the proteomic rather than on the genetic level, may help to identify responsible biomarkers for human sedentary lifestyle-mediated diseases [24] and to develop counteracting therapeutic strategies. Torpid/hibernating rodents thereby evolved various strategies of biochemical changes. Thirteen-lined ground squirrels for instance display reversible insulin resistance when undergoing hyperphagia before hibernation season to increase their body fat storage [66]. Elucidating the mechanisms of reversed insulin resistance might add to curative approaches for diabetes mellitus type 2. In Djungarian hamsters, however, torpor bouts are initiated by lowering body mass, fat stores, and leptin levels of which understanding the underlying mechanisms may support the development of anti-obesity therapies [18, 22]. Because of their special hibernation mode and only moderate decrease in T_b_, bears may represent an appropriate translational model for humans. In preparation for hibernation, these animals exhibit extensive hyperphagia and gain around 30 % of body mass compared to spring without showing any signs of reduced insulin sensitivity or metabolic disorders. Moreover, the month-long immobility during hibernation, which would cause severe bed sores, loss in bone mineral density, and sarcopenia in humans, does not cause any detrimental effects on the musculoskeletal system in bears [23, 32, 45].

In addition to that, protective processes occurring in hibernators in general may have strong implications in human critical care medicine such as their resilience to kidney injury and hypoxia tolerance, which may be meaningful during organ transplantation and severe organ damage. Moreover, understanding metabolic reduction in a hypoxic microenvironment may add to new treatment options for cancer diseases [9].

For long-duration manned spaceflights, a targeted metabolic downregulation would have a game-changing character. Water and food intake could be reduced up to 75% and the payload of the spacecraft, in particular the oxygen supply, could be reduced. Detrimental effects on crew health could be alleviated by reducing astronauts´ mental stress caused by long-term isolation [10] and radiation susceptibility [8] as shown for hibernating species [62].

## Conclusion

In this study, differential gene expression analysis as derived from the blood of Djungarian hamsters during torpor nadir was subjected to a comparative literature analysis on transcriptomics in different organs of other mammals expressing daily torpor or hibernation. Based on the regulatory similarities identified, blood cells were demonstrated to reflect changes in the whole physiological state at the transcriptional level and thus represent a source for monitoring torpor. However, the present analysis had a pure descriptive character and did not distinguish between active regulatory effects and passive effects that occur as a consequence of the hypometabolic state. Moreover, such comparative studies on transcriptional alterations would benefit from analyses of blood cells and several organs derived from the same animal, however, this endeavour is beyond the scope of the present study and represents a worthwhile topic for future investigations.

Nevertheless, it is reasonable to state a principal independence of species, torpor mode, and the organ involved in the different adaptive processes. This would allow the investigation of torpor-like states or the targeted induction of metabolic reduction in humans, which might have great implications to mitigate extreme conditions in medicine and enable crewed missions to outer space.

## Supplementary information

ESM 1

## Data Availability

Supplementary information includes three tables and accompanies this manuscript attached as a single file. RNA sequencing datasets are accessible through Gene Expression Omnibus under the accession number GSE239559. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239559.

# Supplementary material for: Blood transcriptomics mirror regulatory mechanisms during hibernation—a comparative analysis of the Djungarian hamster with other mammalian species
**Source:** Pflugers Arch. 2023 Aug 5;475(10):1149–60. doi: 10.1007/s00424-023-02842-8
**Supplement:** Supplementary file 1

Supplementary information

Blood transcriptomics mirror regulatory mechanisms during hibernation - A comparative cross-species analysis

Pflügers Archiv – European Journal of Physiology

Valeria Rojas Cuyutupa, Dominique Moser, Victoria Diedrich, Yiming Cheng, Jean-Noël Billaud, Elena Haugg, Dominique Singer, Jürgen Bereiter-Hahn, Annika Herwig, Alexander Choukér

Prof. Dr. Annika Herwig
Institute of Neurobiology
Ulm University

Suppl. table 1 Publications included for comparative literature analysis with TM_{IPA} derived from blood of Djungarian hamster at nadir of daily torpor (ZT04)

No.	Title of publication	Authors and Year	PMID	DOI
1	A functional transcriptomic analysis in the relict marsupial <i>Dromiciops gliroides</i> reveals adaptive regulation of protective functions during hibernation	Nespolo et al., 2018	30240506	DOI: 10.1111/mec.14876
2	Comparative tissue transcriptomics highlights dynamic differences among tissues but conserved metabolic transcript prioritization in preparation for arousal from torpor	Bogren et al., 2017	28332019	DOI: 10.1007/s00360-017-1073-x
3	Effect of torpor on host transcriptomic responses to a fungal pathogen in hibernating bats	Field et al., 2018	30080945	DOI: 10.1111/mec.14827
4	Effects of hibernation on bone marrow transcriptome in thirteen-lined ground squirrels	Cooper et al., 2016	27207617	DOI: 10.1152/physiolgenomics.00120.2015
5	Elevated expression of protein biosynthesis genes in liver and muscle of hibernating black bears (<i>Ursus americanus</i>)	Fedorov et al., 2009	19240299	DOI: 10.1152/physiolgenomics.90398.2008
6	Enhanced stability and polyadenylation of select mRNAs support rapid thermogenesis in the brown fat of a hibernator	Grabek et al., 2015	25626169	DOI: 10.7554/eLife.04517
7	Gene Expression Profiling in the Hibernating Primate, <i>Cheirogaleus Medius</i>	Faherty et al., 2016	27412611	DOI: 10.1093/gbe/evw163
8	Gut transcriptomic changes during hibernation in the greater horseshoe bat (<i>Rhinolophus ferrumequinum</i>)	Sun et al., 2020	32690984	DOI: 10.1186/s12983-020-00366-w
9	Hepatic gene expression profiling of 5'-AMP-induced hypometabolism in mice	Zhao et al., 2011	21224422	DOI: 10.1152/physiolgenomics.00174.2010
10	Modulation of gene expression in hibernating arctic ground squirrels	Yan et al., 2007	17925484	DOI: 10.1152/physiolgenomics.00075.2007
11	Modulation of Gene Expression in Key Survival Pathways During Daily Torpor in the Gray Mouse Lemur, <i>Microcebus murinus</i>	Biggar et al., 2015	26093281	DOI: 10.1016/j.gpb.2015.03.001
12	Seasonal and Regional Differences in Gene Expression in the Brain of a Hibernating Mammal	Schwartz et al., 2013	23526982	DOI: 10.1371/journal.pone.0058427
13	Transcriptional changes in muscle of hibernating arctic ground squirrels (<i>Urocyon parryi</i>): implications for attenuation of disuse muscle atrophy	Goropashnaya et al., 2020	32488149	DOI: 10.1038/s41598-020-66030-9

Suppl. table 2 Matching genes (148) of comparative literature analysis with TM_{IPA} for each species and organ (red arrow increased measurement; green arrow decreased measurement)

Species	Organ	Genes
Thirteen lined squirrel	bone marrow	ABL1↑, ACLY↓, ACP2↑, ADAR↑, AKT1↑, ALOX5↓, ATF5↑, ATG3↑, ATG9A↑, CD47↑, CMPK2↓, COMMD9↓, CXCR4↓, CXXC1↑, EHMT1↑, EWSR1↑, FCGR2B↓, FERMT3↑, FNTA↑, FURIN↑, GAB1↓, GNG5↑, GNL3↑, HMGB1↑, HSPA8↓, IFI16↓, ITGA2B↑, KRR1↓, MAP3K7↑, MASP2↑, MDM2↑, MED12↑, MEF2D↑, MSH2↑, NCAPH2↑, NR1D1↑, PARVG↓, PDCD10↑, PI4K2B↑, PLTP↑, PPP2CA↓, PRKCD↑, RBM15↓, SAMD9L↓, SF3B1↑, SHC1↓, SKI↑, SLC2A3↑, SMARCA5↓, SREBF2↑, SRSF2↓, STAT6↑, STIM1↑, TFRC↓, TIAL1↑, TLN1↑, TLR3↓, TLR4↓, TRAF6↑, TRIOBP↑, TXNIP↑, UBE2B↓, UBE2L6↓, UBP1↑, USP36↑, VEZT↓
	brown adipose tissue	ACLY↓, ADRB2↓, AGER↓, ALOX5↓, ANGPT2↓, ATF5↑, ATG3↑, ATG9A↑, AZI2↓, CCNG2↓, CD200↑, CDK2↑, CLIC5↓, COMMD9↓, CREM↓, CTNNB1↓, CXXC1↑, E2F5↓, EHMT1↑, FCGR2B↓, FCGR2B↓, FGL2↓, FURIN↑, GLO1↓, GNG5↑, GPX7↑, GSTZ1↑, HSPA4↓, HSPA8↓, IFI27↑, IFNAR1↑, KRR1↓, LAMTOR2↓, LDB1↑, MAP2K1↓, MAP3K7↑, MAP3K7↑, MASP2↑, MDH1↓, MED12↑, MEF2D↑, NCAPH2↑, NEDD8↓, NFKBIA↑, NR1D1↑, NR1D1↑, PARP9↓, PCNA↓, PDCD10↑, PDE4DIP↓, PIM1↑, PPARGC1B↑, PPM1K↓, PRKCD↑, PSMB9↓, RAB10↓, RBM15↓, RTP4↓, SBNO2↑, SERPINB9↓, SF3B1↑, SKI↑, SLC25A19↓, SMAD4↑, SRSF3↓, STIM1↑, TFRC↓, TIAL1↑, TIMP3↓, TLR3↓, TLR4↓, TNFSF10↓, TRAF6↑, TXNIP↑, UBE2B↓, UBP1↑, USP36↑, VEZT↓, WDR77↓
	brain	BHLHE40↑, CCNG2↓, IFNAR1↑, ISG15↓, KIF3B↓, PNO1↓, SBNO2↑, SRSF2↓, TLN1↑, TXNIP↑, TYK2↑, VEZT↓
	heart	CREM↓, CTNNB1↓, HSPA4↓, HSPA4↓, ITGA2B↑, LDB1↑, MDH1↓, NEDD8↓, NOD2↓, PDCD10↑, PDE3A↑, PDE3A↑, PPARGC1B↑, PPM1K↓, RBM15↓, SMARCA5↓, SRSF2↓, TFAP4↑, TIMP3↓, TLR3↓, TLR4↓, TRAF6↑, TXNIP↑, TYK2↑
	liver	ADRB2↓, BCL2L13↑, CMPK2↓, CTNNB1↓, HSPA4↓, HSPA8↓, MASP2↑, NFKBIA↑, PIM1↑, PNO1↓, TIMP3↓, TRAF6↑, TXNIP↑, UBE2B↓

	skeletal muscle	AGER↓, AKT1↑, ATF5↑, CCL27↓, CREM↓, CTNNB1↓, DGKD↑, FGL2↓, GLO1↓, HSPA4↓, HSPA8↓, ITGA2B↑, KRR1↓, LDB1↑, MASP2↑, MDH1↓, PDE4B↑, PNO1↓, PPARGC1B↑, PPP2CA↓, PRKACA↓, PSMB9↓, RBM15↓, SF3B1↑, SKI↑, SLC25A19↓, SMARCA5↓, SPHK1↓, TFAP4↑, TFRC↓, TIAL1↑, TIMP3↓, TLR3↓, TLR4↓, TRAF3↑, UBE2B↓, VEZT↓
Arctic ground squirrel	brown adipose tissue	HMGB1↑, TIAL1↑
	liver	CPB2↑, HMGB1↑, TIAL1↑
	skeletal muscle	CREM↓, CXCR4↓, NR1D1↑, PPARGC1B↑, PPM1K↓, PPP2CA↓, TIAL1↑
Mouse	liver	BHLHE40↑, FOS↓, IFNB1↓, IL6↓, PAX5↑, PDE4B↑, PSMB9↓, TXNIP↑
Gray Mouse Lemur	heart	HSPA8↓
	kidney	HSPA8↓
	skeletal muscle	HSPA8↓
Dwarf lemur	white adipose tissue	GNL3↑, STIM1↑
Little brown myotis	wing tissue	ACP2↑, ADAM19↑, ADAR↑, AHR↓, AIP↑, AZI2↓, BCL2L11↓, BCL2L13↑, CD200↑, CD47↑, CD69↓, CD83↓, COMMD9↓, CXXC1↑, DGKD↑, E2F5↓, EHMT1↑, EWSR1↑, F2R↓, FERMT3↑, FGL2↓, GLO1↓, GPX7↑, GSTZ1↑, HSP90AA1↓, HSPA4↓, IFNAR1↑, KIF3B↓, LAMTOR2↓, LDB1↑, LTA↑, MAP2K1↓, MDH1↓, MED12↑, MEF2D↑, NFKBIA↑, NR1D1↑, PCNA↓, PDE3A↑, PDE4B↑, PHB↓, PIM1↑, PPM1K↓, PPP2CA↓, PRF1↓, PRKCD↑, RAB10↓, RELB↑, SBNO2↑, SLC17A7↑, SMARCA5↓, SMC2↓, SORT1↑, SPHK1↓, SREBF2↑, STAT6↑, STIM1↑, TIRAP↓, TLN1↑, TRAF1↑, TRIM25↑, TRIOBP↑, TYK2↑, USP36↑, VEZT↓

**Greater horseshoe bat**	gut	ACLY↓, ADRB2↓, CCNG2↓, CXCR4↓, CXCR6↓, FOS↓, GSTZ1↑, GZMB↓, ISG15↓, LY86↓, NR1D1↑, PARVG↓, PRF1↓, SRSF2↓, TXNIP↑, UBE2L6↓
**Black bear**	liver	EWSR1↑, HSPA8↓, TRIM25↑
	skeletal muscle	TXNIP↑
**Monito del monte**	brain	CCNG2↓, CXCR4↓, GNL3↑, TXNIP↑
	liver	DGKD↑, HSPA4↓, SPHK1↓, SRSF3↓, TXNIP↑
	skeletal muscle	TXNIP↑

Suppl. table 3 Assignment of 148 matching TM_{IPA} to physiological categories and processes (red arrow increased measurement; green arrow decreased measurement)

Category	Function/Disease	Genes
Basic cellular mechanisms	Transcription	ABL1↑, ADAM19↑, ADRB2↓, AGER↓, AHR↓, AKT1↑, ATF5↑, AZI2↓, BHLHE40↑, CDK2↑, CREM↓, CTNNB1↓, CXCR4↓, CXXC1↑, E2F5↓, EHMT1↑, EWSR1↑, F2R↓, FCGR2B↓, FOS↓, GLO1↓, HMGB1↑, HSPA4↓, HSPA8↓, IFI16↓, IFI27↑, IFNAR1↑, IFNB1↓, IL6↓, LDB1↑, MAP2K1↓, MAP3K7↑, MDM2↑, MED12↑, MEF2D↑, NEDD8↓, NFKBIA↑, NOD2↓, NR1D1↑, PARP9↓, PAX5↑, PCNA↓, PDCD10↑, PIM1↑, PPARGC1B↑, PPP2CA↓, PRKACA↓, PRKCD↑, RBM15↓, RELB↑, SBNO2↑, SHC1↓, SKI↑, SMAD4↑, SMARCA5↓, SORT1↑, SREBF2↑, STAT6↑, TFAP4↑, TFRC↓, TIAL1↑, TIMP3↓, TLR3↓, TLR4↓, TNFSF10↓, TRAF1↑, TRAF3↑, TRAF6↑, TXNIP↑, UBE2B↓, UBP1↑, WDR77↓
	Metabolism of protein	ADAM19↑, AHR↓, AKT1↑, ALOX5↓, ANGPT2↓, ATF5↑, CPB2↑, CTNNB1↓, FCGR2B↓, FOS↓, FURIN↑, GZMB↓, HSP90AA1↓, HSPA8↓, IFNAR1↑, IFNB1↓, IL6↓, ISG15↓, KRR1↓, MAP2K1↓, MAP3K7↑, MDM2↑, NEDD8↓, PDCD10↑, PIM1↑, PLTP↑, PPARGC1B↑, PPP2CA↓, SAMD9L↓, SKI↑, SMAD4↑, SPHK1↓, SRSF3↓, STAT6↑, TIMP3↓, TLR4↓, TNFSF10↓, TRAF3↑, TRIM25↑, TYK2↑, UBE2B↓, USP36↑
	Cellular homeostasis	ABL1↑, ACLY↓, ACP2↑, ADRB2↓, AGER↓, AHR↓, AKT1↑, ALOX5↓, ANGPT2↓, ATF5↑, ATG3↑, ATG9A↑, BCL2L11↓, BCL2L13↑, BHLHE40↑, CD47↑, CD69↓, CD83↓, CDK2↑, CLIC5↓, CTNNB1↓, CXCR4↓, F2R↓, FCGR2B↓, FGL2↓, FOS↓, FURIN↑, GAB1↓, GZMB↓, HMGB1↑, HSP90AA1↓, HSPA4↓, HSPA8↓, IFNAR1↑, IFNB1↓, IL6↓, LTA↑, MAP2K1↓, MAP3K7↑, MDM2↑, MSH2↑, NCAPH2↑, NFKBIA↑, NOD2↓, NR1D1↑, PAX5↑, PDE3A↑, PDE4B↑, PIM1↑, PPP2CA↓, PRF1↓, PRKACA↓, PRKCD↑, PSMB9↓, RELB↑, SHC1↓, SKI↑, SMAD4↑, SMARCA5↓, SPHK1↓, SREBF2↑, STAT6↑, STIM1↑, TFAP4↑, TFRC↓, TIAL1↑, TIMP3↓, TLR3↓, TLR4↓, TNFSF10↓, TRAF3↑, TRAF6↑, TXNIP↑, TYK2↑, USP36↑
	Autophagy	ABL1↑, ACLY↓, ACP2↑, ADRB2↓, AGER↓, AKT1↑, ATF5↑, ATG3↑, ATG9A↑, BCL2L11↓, BCL2L13↑, CTNNB1↓, CXCR4↓, GAB1↓, HMGB1↑, HSP90AA1↓, HSPA8↓, IL6↓, MAP2K1↓, MAP3K7↑, MDM2↑, MSH2↑, NOD2↓, NR1D1↑, PRKACA↓, PRKCD↑, SHC1↓, SMAD4↑, SPHK1↓, SREBF2↑, STIM1↑, TIAL1↑, TLR3↓, TLR4↓, TNFSF10↓, USP36↑

Apoptosis

ABL1↑, ACLY↓, ADAR↑, ADRB2↓, AGER↓, AHR↓, AIP↑, AKT1↑, ALOX5↓, ANGPT2↓, ATF5↑, ATG3↑, AZI2↓, BCL2L11↓, BCL2L13↑, BHLHE40↑, CCL27↓, CD200↑, CD47↑, CD69↓, CDK2↑, CREM↓, CTNNB1↓, CXCR4↓, DGKD↑, EHMT1↑, EWSR1↑, F2R↓, FCGR2B↓, FGL2↓, FNTA↑, FOS↓, FURIN↑, GAB1↓, GLO1↓, GNG5↑, GNL3↑, GPX7↑, GSTZ1↑, GZMB↓, HMGB1↑, HSP90AA1↓, HSPA4↓, HSPA8↓, IFI16↓, IFI27↑, IFNAR1↑, IFNB1↓, IL6↓, ISG15↓, LAMTOR2↓, LTA↑, MAP2K1↓, MAP3K7↑, MDH1↓, MDM2↑, MED12↑, MEF2D↑, MSH2↑, NCAPH2↑, NFKBIA↑, NOD2↓, NR1D1↑, PAX5↑, PCNA↓, PDCD10↑, PDE3A↑, PDE4B↑, PIM1↑, PPARGC1B↑, PPP2CA↓, PRF1↓, PRKACA↓, PRKCD↑, RELB↑, SERPINB9↓, SF3B1↑, SHC1↓, SKI↑, SLC2A3↑, SMAD4↑, SMARCA5↓, SORT1↑, SPHK1↓, SREBF2↑, SRSF2↓, STAT6↑, STIM1↑, TFAP4↑, TFRC↓, TIAL1↑, TIMP3↓, TIRAP↓, TLN1↑, TLR3↓, TLR4↓, TNFSF10↓, TRAF1↑, TRAF3↑, TRAF6↑, TRIM25↑, TXNIP↑, UBE2B↓, USP36↑

Necrosis

ABL1↑, ACLY↓, ADAR↑, ADRB2↓, AGER↓, AHR↓, AIP↑, AKT1↑, ALOX5↓, ANGPT2↓, ATF5↑, ATG3↑, BCL2L11↑, BCL2L13↑, BHLHE40↑, CCL27↓, CD200↑, CD47↑, CD69↓, CDK2↑, CPB2↑, CREM↓, CTNNB1↓, CXCR4↓, DGKD↑, EHMT1↑, EWSR1↑, F2R↓, FCGR2B↓, FGL2↓, FNTA↑, FOS↓, FURIN↑, GAB1↓, GLO1↓, GNL3↑, GPX7↑, GSTZ1↑, GZMB↓, HMGB1↑, HSP90AA1↓, HSPA4↓, HSPA8↓, IFI16↓, IFNAR1↑, IFNB1↓, IL6↓, ISG15↓, LAMTOR2↓, LTA↑, MAP2K1↓, MAP3K7↑, MDH1↓, MDM2↑, MED12↑, MEF2D↑, MSH2↑, NFKBIA↑, NR1D1↑, PAX5↑, PCNA↓, PDE3A↑, PDE4B↑, PIM1↑, PNO1↓, PPARGC1B↑, PPP2CA↓, PRF1↓, PRKACA↓, PRKCD↑, RELB↑, SERPINB9↓, SF3B1↑, SHC1↓, SKI↑, SLC25A19↓, SLC2A3↑, SMAD4↑, SMARCA5↓, SORT1↑, SPHK1↓, SREBF2↓, SRSF2↓, STAT6↑, STIM1↑, TFAP4↑, TFRC↓, TIAL1↑, TIMP3↓, TIRAP↓, TLN1↑, TLR3↓, TLR4↓, TNFSF10↓, TRAF1↑, TRAF3↑, TRAF6↑, TRIM25↑, TXNIP↑, TYK2↑, USP36↑

Immune system	Lymphopoiesis	ABL1↑, AHR↓, AKT1↑, BCL2L11↓, BHLHE40↑, CD69↓, CD83↓, CDK2↑, CTNNB1↓, CXCR4↓, FCGR2B↓, FGL2↓, FOS↓, FURIN↑, GZMB↓, HMGB1↑, HSP90AA1↓, IFNAR1↑, IFNB1↓, IL6↓, LTA↑, MAP2K1↓, MAP3K7↑, MDM2↑, MEF2D↑, MSH2↑, NCAPH2↑, NFKBIA↑, PAX5↑, PIM1↑, PRF1↓, PRKCD↑, PSMB9↓, RBM15↓, RELB↑, SHC1↓, SKI↑, SMARCA5↓, STAT6↑, STIM1↑, TFAP4↑, TLN1↑, TLR3↓, TLR4↓, TNFSF10↓, TRAF3↑, TRAF6↑, TYK2↑
	Recruitment of leukocytes	ADRB2↓, AGER↓, AHR↓, ALOX5↓, ANGPT2↓, BHLHE40↑, CCL27↓, CD200↑, CD47↑, CD69↓, CPB2↑, CTNNB1↓, CXCR4↓, FCGR2B↓, FERMT3↑, FOS↓, HMGB1↑, IFNAR1↑, IL6↓, LAMTOR2↓, LTA↑, NFKBIA↑, NOD2↓, PDE4B↑, STAT6↑, TIRAP↓, TLR3↓, TLR4↓
	Migration of cells	ABL1↑, ADAM19↑, ADRB2↓, AGER↓, AHR↓, AKT1↑, ALOX5↓, ANGPT2↓, ATG3↑, ATG9A↑, BHLHE40↑, CCL27↓, CD200↑, CD47↑, CD69↓, CPB2↑, CTNNB1↓, CXCR4↓, DGKD↑, E2F5↓, EHMT1↑, F2R↓, FCGR2B↓, FERMT3↑, FGL2↓, FOS↓, FURIN↑, GAB1↓, GZMB↓, HMGB1↑, HSP90AA1↓, HSPA8↓, IFI16↓, IFNAR1↑, IFNB1↓, IL6↓, ISG15↓, ITGA2B↑, LAMTOR2↓, LDB1↑, LTA↑, MAP2K1↓, MAP3K7↑, MASP2↑, MDM2↑, MEF2D↑, NFKBIA↑, NOD2↓, NR1D1↑, PARP9↓, PAX5↑, PDCD10↑, PDE4B↑, PDE4DIP↓, PIM1↑, PLTP↑, PRF1↓, PRKACA↓, PRKCD↑, RELB↑, SHC1↓, SMAD4↑, SORT1↑, SPHK1↓, SREBF2↑, STAT6↑, STIM1↑, TFAP4↑, TIMP3↓, TIRAP↓, TLN1↑, TLR3↓, TLR4↓, TNFSF10↓, TRAF6↑, TYK2↑
	Quantity of T lymphocytes	ABL1↑, ADAR↑, AHR↓, ANGPT2↓, BCL2L11↓, BHLHE40↑, CD47↑, CD69↓, CD83↓, CTNNB1↓, CXCR4↓, FCGR2B↓, FOS↓, IFNAR1↑, IFNB1↓, IL6↓, LTA↑, MAP2K1↓, NFKBIA↑, NOD2↓, PIM1↑, PRF1↓, PSMB9↓, RELB↑, SHC1↓, SPHK1↓, STAT6↑, TLN1↑, TLR3↓, TLR4↓, TRAF3↑, TRAF6↑, TXNIP↑, TYK2↑
	Quantity of B lymphocytes	ABL1↑, AHR↓, AKT1↑, ANGPT2↓, BCL2L11↓, CD69↓, CXCR4↓, FCGR2B↓, FOS↓, IFNAR1↑, IL6↓, LTA↑, MDM2↑, MSH2↑, PAX5↑, PIM1↑, PRF1↓
	Activation of T lymphocytes	ABL1↑, AGER↓, AKT1↑, AZI2↓, BCL2L11↓, BHLHE40↑, CD47↑, CD83↓, CTNNB1↓, FCGR2B↓, FOS↓, HMGB1↑, HSPA4↓, IFNAR1↑, IFNB1↓, IL6↓, MAP3K7↑, NFKBIA↑, PRF1↓, RELB↑, SERPINB9↓, SMAD4↑, STAT6↑, TIRAP↓, TLN1↑, TLR3↓, TLR4↓, TNFSF10↓, TRAF1↑, TRAF3↑, TYK2↑

Other organs	Viral Infection	ABL1↑, ADAR↑, ADRB2↓, AGER↓, AHR↓, AIP↑, AKT1↑, ALOX5↓, ATF5↑, BCL2L11↓, CD200↑, CD69↓, CDK2↑, CLIC5↓, CTNNB1↓, CXCR4↓, CXCR6↓, EHMT1↑, F2R↓, FCGR2B↓, FERMT3↑, FGL2↓, FNTA↑, FOS↓, FURIN↑, GAB1↓, GZMB↓, HMGB1↑, HSP90AA1↓, HSPA4↓, HSPA8↓, IFI27↑, IFNAR1↑, IFNB1↓, IL6↓, ISG15↓, ITGA2B↑, MAP2K1↓, MAP3K7↑, MDH1↓, MDM2↑, MED12↑, MSH2↑, NEDD8↓, NFKBIA↑, NOD2↓, PARP9↓, PDE3A↑, PDE4B↑, PIM1↑, PPM1K↓, PRF1↓, PRKACA↓, PRKCD↑, PSMB9↓, RELB↑, SAMD9L↓, SERPINB9↓, SF3B1↑, SLC2A3↑, SPHK1↓, SREBF2↑, SRSF2↓, STAT6↑, TFAP4↑, TFRC↓, TIAL1↑, TLR3↓, TLR4↓, TNFSF10↓, TRAF3↑, TRAF6↑, TRIM25↑, TXNIP↑, TYK2↑, UBE2B↓, UBE2L6↓
	**Proliferation**	
	Angiogenesis	ADRB2↓, AGER↓, AHR↓, AKT1↑, ALOX5↓, ANGPT2↓, CDK2↑, CTNNB1↓, CXCR4↓, F2R↓, FERMT3↑, FOS↓, FURIN↑, GAB1↓, HMGB1↑, HSP90AA1↓, IFI16↓, IFNAR1↑, IL6↓, ISG15↓, LTA↑, MAP2K1↓, MAP3K7↑, MDM2↑, NFKBIA↑, PDCD10↑, PDE3A↑, PIM1↑, PPARGC1B↑, PRKCD↑, RAB10↓, RBM15↓, SHC1↓, SMAD4↑, SPHK1↓, STIM1↑, TIMP3↓, TLR3↓, TLR4↓, TNFSF10↓, TRAF6↑, UBP1↑
	Proliferation of heart cells	AKT1↑, CDK2↑, CTNNB1↓, GNL3↑, IL6↓, MAP2K1↓
	Proliferation of hepatocytes	AHR↓, AKT1↑, CDK2↑, CPB2↑, CTNNB1↓, CXCR4↓, FOS↓, IL6↓, LTA↑, NFKBIA↑, TLR3↓
	Proliferation of kidney cells	AGER↓, ANGPT2↓, CDK2↑, IL6↓, SHC1↓, TLR4↓
	**Inflammation**	
	Inflammation of heart	AGER↓, AHR↓, HMGB1↑, RELB↑, STAT6↑, TLR3↓, TRAF3↑
	Inflammation of liver	FCGR2B↓, FNTA↑, GSTZ1↑, HMGB1↑, IFNAR1↑, IFNB1↓, IL6↓, ISG15↓, LTA↑, NOD2↓, PDE3A↑, PDE4B↑, PRF1↓, RELB↑, SRSF2↓, STAT6↑, TFRC↓, TIAL1↑, TIMP3↓, TLR3↓, TLR4↓, TNFSF10↓, TRAF3↑

Nephritis	AGER↓, ALOX5↓, ANGPT2↓, BCL2L11↓, CDK2↑, FCGR2B↓, GPX7↑, IFNAR1↑, IL6↓, LTA↑, MDM2↑, NFKBIA↑, PDE3A↑, PDE4B↑, PIM1↑, PPP2CA↓, PRKCD↑, RELB↑, SBNO2↑, SMAD4↑, SPHK1↓, TLR3↓, TRAF3↑
**Protective effects**	
Apoptosis of cardiomyocytes	ADRB2↓, AKT1↑, BCL2L11↓, CDK2↑, CREM↓, IL6↓, MAP2K1↓, MAP3K7↑, MDM2↑, MEF2D↑, PIM1↑, PRKCD↑, SPHK1↓, TLR4↓, TXNIP↑
Infarction of heart	ADRB2↓, AGER↓, CD47↑, CXCR4↓, F2R↓, FCGR2B↓, GLO1↓, IL6↓, ITGA2B↑, LTA↑, MASP2↑, PDE3A↑, PIM1↑, TLR4↓
Liver lesion	ABL1↑, ACLY↓, ADAM19↑, ADAR↑, ADRB2↓, AGER↓, AHR↓, AKT1↑, ALOX5↓, ANGPT2↓, ATF5↑, ATG9A↑, BCL2L11↓, BHLHE40↑, CD200↑, CD47↑, CDK2↑, CLIC5↓, CPB2↑, CTNNB1↓, CXCR4↓, E2F5↓, EWSR1↑, F2R↓, FCGR2B↓, FERMT3↑, FGL2↓, FNTA↑, FOS↓, FURIN↑, GNL3↑, GSTZ1↑, GZMB↓, HMGB1↑, HSP90AA1↓, HSPA4↓, HSPA8↓, IFI16↓, IFI27↑, IFNAR1↑, IFNB1↓, IL6↓, ISG15↓, ITGA2B↑, KRR1↓, LAMTOR2↓, LTA↑, MAP2K1↓, MAP3K7↑, MASP2↑, MDH1↓, MDM2↑, MED12↑, MEF2D↑, MSH2↑, NFKBIA↑, NOD2↓, NR1D1↑, PARVG↓, PCNA↓, PDCD10↑, PDE3A↑, PDE4B↑, PDE4DIP↓, PI4K2B↑, PPARGC1B↑, PPP2CA↓, PRF1↓, PRKACA↓, PSMB9↓, RAB10↓, RELB↑, SAMD9L↓, SBNO2↑, SERPINB9↓, SF3B1↑, SHC1↓, SLC25A19↓, SLC2A3↑, SMAD4↑, SMARCA5↓, SMC2↓, SORT1↑, SPHK1↓, SREBF2↑, SRSF2↓, SRSF3↓, STAT6↑, STIM1↑, TFRC↓, TIAL1↑, TIMP3↓, TLR3↓, TLR4↓, TNFSF10↓, TRAF3↑, TRAF6↑, TRIM25↑, TRIOBP↑, TXNIP↑, TYK2↑, USP36↑
Liver Regeneration	AHR↓, CDK2↑, CREM↓, CTNNB1↓, IL6↓
Damage of kidney	ABL1↑, ADRB2↓, ALOX5↓, ANGPT2↓, CTNNB1↓, GSTZ1↑, IL6↓, NOD2↓, PDE3A↑, PDE4B↑, SMAD4↑, TLN1↑, TLR3↓, TLR4↓, TXNIP↑

How the deposited data were processed for this re-analysis (not part of the article)

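RNA from blood pellets of Djungarian hamsters was sequenced by the authors. The deposited table holds 41 libraries, from HT animals (5 at ZT01, 5 at ZT04, 4 at ZT07 and 4 at ZT16), NT animals (6 at ZT01 and 4 at each other time point) and 5 never-torpor controls whose labels give neither time nor sex. The authors trimmed the reads, assembled a transcriptome de novo from the reads of all samples, assigned a human gene symbol to each contig by its best protein match, aligned the reads to the assembly and counted them. The values are raw counts per human gene symbol, whole numbers with a different total in each library, and no further normalization is stated for them. Counts per contig cannot be recovered from them, and symbols shared by several contigs cannot be told apart. Of the counts from 1 to 49, 67.45% were even, an excess over odd ones, so small counts may not each stand for separate fragments. The cause was not tested.

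Of 20220 symbols 14418 had a count. Totals ran from 50153600 to 71662267 counts per library. Haemoglobin genes took most of each library, and the counts left for other genes were lowest in NT ZT04 replicate 2 (3291472) and NT ZT01 replicate 4 (3702931). None of the 820 pairs of libraries was a duplicate by a comparison of their counts (chi-square per degree of freedom of at least 9.04, where copies give about 1). The animals' replicate numbers were checked for pairing. At ZT04 the correlation between animals of one number, after each group's mean was removed, ran from -0.06 to 0.23. It was higher than with any other number in 3 of 4 pairs. At ZT01, ZT07 and ZT16 it ran from -0.05 to 0.18, -0.02 to 0.15 and -0.18 to 0.08. HT and NT animals were treated as unpaired, and the replicate number as a block was an alternative. The labelled sexes were 4 males in NT and 2 males and 3 females in HT at ZT04, 1 male and 3 females in each group at ZT07, and 4 males in NT and 4 females in HT at ZT16. Counts of the Y-linked gene UTY go against the labels of HT ZT07 replicate 1 (male, 8 counts) and replicate 2 (female, 52 counts), where the other 17 libraries labelled male had 15 to 71 and the other 17 labelled female 0 to 8, and the labels were used as given.

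HT animals were compared with NT animals at each time point with edgeR 4.0.16 in R 4.3.3: TMM scaling, the filterByExpr filter (minimum count 10, minimum total 15), and the quasi-likelihood test, with adjusted p values by Benjamini and Hochberg and a threshold of 0.05. CPM values include the haemoglobin genes. The paper's cut-offs (unadjusted p of at most 0.05, fold change of at least 1.25) were applied as well. The difference between the torpor effect at ZT04 and that at each other time point was tested as an interaction in a fit of the 36 HT and NT animals. The plan of these tests took ZT01 as torpor entry, ZT07 as arousal and ZT16 as after torpor. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), with camera at an estimated correlation and with fry. The mixed form of fry, which counts changes in either direction, is named where it is given. DESeq2 1.42.0, limma voom with quality weights, RLE scaling, no filter, haemoglobin genes left out, each animal left out in turn, the replicate number as a block, sex as a covariate, fits of all 41 libraries or of 36 with sex, and males alone were alternatives. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

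In simulated data with the depth of the 9 ZT04 libraries, edgeR recovered 0 of 50 genes changed 1.5-fold, 19 of 50 changed 2-fold, 37 of 50 changed 3-fold and 41 of 50 changed 4-fold. It made 1 false call among 98, and 0 calls where nothing was changed. The simulated genes varied independently of each other. Another split of the real ZT04 animals called 68 genes, so these numbers of false calls do not carry over to the real libraries.

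A set of 40 gene lists was written before the data were examined: markers of T, B, NK and cytotoxic cells, neutrophils, monocytes, platelets, erythroid cells, eosinophils and basophils, heart muscle, and lists for the transcription machinery, splicing, ribosomal proteins, translation factors, proteasome, ribosome biogenesis, chaperones, autophagy, cell death in 3 lists, antioxidants, mTOR and AMPK, glycolysis, oxidative phosphorylation, fatty acid oxidation, the circadian clock, glucocorticoid targets, immediate early genes, interferon-stimulated genes, Toll-like receptors, cytokines, trafficking receptors, T cell activation, lymphopoiesis, MHC class II, proliferation, quiescence, angiogenesis, cold-induced RNA binding proteins and mitochondrially encoded genes, none of which is in the table. The 148 target molecules, their arrows, species and organs were taken from the paper's Suppl. Table 2 and the members of 25 functions from Suppl. Table 3, with the arrow of Suppl. Table 2 for BCL2L11 and SREBF2, whose arrows for Necrosis in Suppl. Table 3 are the opposite. Genes were named by a rule set beforehand: genes the paper's text names, the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold with a mean of at least 2 CPM and no overlap between groups, the genes in the strongest colours of Fig. 4, the 4 members of each list or function with the lowest p, the 5 largest changes in each direction at the other time points by the same rule, and RBM3 and CIRBP. Not every gene that the rule names is given in the text or the plots. The values in the paper's tables and Fig. 4 had been seen when the rule was set. ITGAM and ITGB2 were named after their values were seen. The regulator and network predictions of the paper were not recomputed, since they need a licensed database.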

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

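The tests of torpor at both time points and of the low-depth library for the ZT04 genes, that of red cell RNA for the NK markers, the values with other sex labels, the splits at ZT01 without 1 animal and those for the paper's functions at ZT07, both tests on the never-torpor controls, and the comparison of those controls with NT animals were chosen only after the result was seen.

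The genes that changed at torpor nadir moved the same way in the animals sampled at ZT07, which the paper does not report on. There 617 genes rose and 502 fell, 1119 in all (edgeR quasi-likelihood test, 4 HT and 4 NT animals, both labelled as 1 male and 3 females). The genes changed at ZT07 were 410 without HT replicate 2, 740 and 535 without HT replicates 1 and 4, and 729, 643 and 573 without NT replicates 1, 2 and 3. All 47 genes changed at ZT04 had the same sign at ZT07, and 28 rose and 13 fell at both, where independent lists would share 1.75 and 0.808. CPB2 rose by 4.70 ± 0.56 (log2 fold change), PDE1B, a phosphodiesterase gene, by 3.33 ± 0.30 (adjusted p = 0.000498), and TLR8 and DYNLL1 changed by -2.18 ± 0.28 and -1.98 ± 0.15 (adjusted p = 0.000286). The labelled sex of 2 of these HT animals is in doubt: counts of the Y-linked gene UTY were 8 in HT ZT07 replicate 1, labelled male, and 52 in replicate 2, labelled female, against 15 to 71 in the other 17 libraries labelled male and 0 to 8 in the other 17 labelled female. No gene differed in its effect between ZT04 and ZT07 (0 of 11471 by edgeR, 760 at an unadjusted p under 0.05, 3 with DESeq2).

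Sex and depth were weighed for this pattern, since HT animals at ZT04 include females and NT animals do not. The female minus male effect of the 47 genes within groups, signed by their change at ZT04, had a median of -0.13 against a median change of 1.32, and without the NT library of low depth (NT ZT04 replicate 2) 34 genes were called at ZT04, all of which (100%) had the same sign at ZT07, both of which argue against these explanations. The first median was -0.158 without the 2 animals of doubtful sex and -0.186 with their labels exchanged. A sex term at ZT04 left the median change toward the call at 1.24, with the median standard error up from 0.218 to 0.289, and this wider error goes with the loss of the calls. In males alone the median change was 1.24 as well, with a median standard error of 0.291, and all 47 genes kept their sign. These fits are not separate checks, since with no NT female the sex term also compares HT males with NT males. The 47 genes were called on these same animals, so their kept sign and size are not independent evidence against sex. The share with the same sign at ZT07, 100%, is what an effect of torpor at both time points would give. It may reflect a state shared by HT animals at nadir and at ZT07, a hypothesis found and tested on the same animals. ZT07 was taken as arousal when the comparisons were planned, so the torpid state itself is not singled out. Other differences between the animals were not tested.

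Chance can be excluded for the genes changed at ZT07 (1 of 35 splits of the animals gives as many, the real one, with 1119 against at most 0 in the other splits). For the 47 genes at ZT04, 2 of 100 splits give as many, the real one and another that called more genes, 68. Chance is thus unlikely there but not excluded. The other split had HT replicates 1, 3 and 5 and NT replicates 3 and 4 in one group, and what sets them apart was not tested. For the 1593 genes past the paper's cut-offs chance can be excluded (1 of 100, highest other 1236). It cannot be excluded for the number of gene lists changed at ZT04, 7 (62 of 100, highest other 16), and the splits do not test any single list. For the 0 genes changed at ZT01 the splits decide nothing, since any split gives as many (100 of 100, highest other 6). The splits decide nothing for the 3 genes called among the paper's functions (1 of 100, highest other 0) or for the direction of the 148 target molecules at ZT04 (5 of 100, 99.3% against 0.680%, the share farthest from an even one in the other splits), since the paper chose these genes on the real grouping of the same animals.

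NK and cytotoxic cell markers were lower at ZT04 (camera; adjusted p = 0.531 with an estimated correlation), 21 of 22 of them below 0 (95.5%), with a median of -0.68. Female minus male effects of the markers had a median of 0.292, of the other sign (0.218 without the 2 animals of doubtful sex and 0.230 with their labels exchanged), and the haemoglobin share differed by 0.170 percentage points, less than either group's spread, which argues against sex and against more red cell RNA. Fewer NK and cytotoxic cells among the white cells, and less of these transcripts per cell, cannot be told apart, since no cell counts come with the libraries. No member of the NK list is in the T cell list, and no T cell marker passed the test over all genes at ZT04. At ZT07 edgeR called 3 T cell and 3 B cell markers lower beside 4 NK and cytotoxic markers, and at ZT04 erythroid markers lay lower too (median -0.52).

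The never-torpor controls stood apart from the other animals. In the comparison of never-torpor controls against NT animals (the mean of the 4 NT groups), 10 of 11369 genes were higher and 217 lower, 227 in all. Deeper libraries of the controls would leave no gene absent in them alone, but 4 genes (AGMO, HTRA1, MAT1A and OGDHL) had at most 3 counts in each control and at least 100 in each other animal. No gene (0) showed the opposite, and a batch or a stock of animals that differs cannot be told apart from the controls' own state, since their labels give no time, sex or batch.

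The effect of torpor (HT minus NT) differed between ZT04 and ZT16 for 38 genes (14 higher and 24 lower at ZT04). ZT16 was taken as after torpor when the tests were planned. Chance can be excluded (1 of 50 random relabellings of HT and NT within both time points, repeats possible, with 1 as the highest other). TMPO differed by 1.43 (adjusted p = 0.00223) and CRNKL1 by -1.17 (adjusted p = 0.0277). HT and NT at ZT16 are all female and all male, and with a sex covariate the number was 21. The 38 genes of the torpor effect at ZT04 against ZT16 were 2 without NT ZT16 replicate 2, 5 without NT ZT04 replicate 3 and 5 without HT ZT16 replicate 3, 7 without HT ZT16 replicate 1, 9 without NT ZT16 replicate 4, 14 without NT ZT04 replicate 4 and 14 without HT ZT16 replicate 4, 23 without HT ZT16 replicate 2, 24 without HT ZT04 replicate 1, and 25 without HT ZT04 replicates 3 and 4 in turn. At ZT16 itself 2 genes changed (OGFR and TRAF3IP1), and chance cannot be excluded (2 of 35 splits, highest other 23). Against ZT01 0 genes differed (863 at an unadjusted p under 0.05, 8 with DESeq2). For ZT01 and ZT07 the relabellings decide nothing, since any of them gives at least 0 genes (50 of 50 each, highest other 268 and 120).

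The direction of the 148 target molecules at the other time points was that of the paper's arrow for 77.6% at ZT01, 85.7% at ZT07 and 57.3% at ZT16. For this share chance can be excluded at ZT01 (3 of 100 splits, highest other 80.4%), which rests on 1 animal: without HT ZT01 replicate 1 the share was 69.2% and chance cannot be excluded (9 of 100, 23.1% farthest from an even share in the other splits). It cannot be excluded for the share at ZT07 (6 of 35, highest other 91.8%) or ZT16 (22 of 35, 27.3% farthest from an even share in the other splits). At ZT07, in animals on which the list was not chosen, 41 target molecules were called in the direction of the arrow and 0 against it by edgeR. An unadjusted p under 0.05 was reached by 85, DESeq2 called 51, and 82 and 1 met the paper's cut-offs. This was not particular to the list: of all 888 genes past the paper's cut-offs at both ZT04 and ZT07, 880 had the same sign. Among the genes of the paper's functions 40 were called there (1 of 35 splits gives as many, highest other 0). The other splits called 0 genes of any kind, so this count decides nothing about these functions beyond the result for all genes.

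Single libraries stood far from their group in 5 of 36 groups of library measures: HT ZT01 replicate 3 with 71662267 counts in total, NT ZT01 replicate 4 with 3702931 counts outside the haemoglobin genes, a haemoglobin share of 93.0% and 9185 genes with at least 10 counts, and never-torpor control replicate 5 with a haemoglobin share of 73.7%. Among 70 groups of named genes 5 held such a library: PRKAA2 in NT ZT04 replicate 1 (3.16 CPM), TMPO in HT ZT04 replicate 3 (18.6 CPM), ATG3 in HT ZT04 replicate 5 (2.35 CPM), FKBP4 in NT ZT04 replicate 1 (2.71 CPM) and UBE4A in HT ZT04 replicate 5 (3.25 CPM). Chance gives about 1 in 20 groups.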

How the results depend on the processing

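The fit that leaves out both low-depth NT libraries, the fits with other sex labels and the comparison of the controls were chosen after the data were seen; the other alternatives were set before the data were examined. For all of the following the cause was not tested, apart from the wider standard error with sex and the smaller numbers of animals. The number of genes changed at ZT04, 47, was 487 with DESeq2 and 257 with voom (all 47 kept in both), 675 with all 41 libraries and 480 with 36 and sex (47 kept in both), 9 with the replicate number as a block (6 kept), 1 with a sex covariate, 0 in males alone, and 2 to 34 with 1 animal left out. The number of genes past the paper's cut-offs at ZT04, 1593, was 835 with sex and 862 in males alone. Genes called among functions of Suppl. Table 3 at ZT04 numbered 3, 48 with DESeq2 and 1 with sex. The 7 gene lists changed at ZT04 were 0 with an estimated correlation, 1 with fry for a shared direction, 3 with sex, and 3 (without NT replicate 4) to 9 with 1 animal left out. For genes changed at ZT01, 0 became 12 with DESeq2, 1 with the block, 3 with all 41 libraries and 3 with 36 and sex. The number of genes changed at ZT07, 1119, was 410 (without HT replicate 2) to 968 with 1 animal left out, and 535, 573, 643, 729 and 740 without HT replicate 4, NT replicates 3, 2 and 1 and HT replicate 1. The number of genes changed at ZT16, 2, was 100 with DESeq2, 0 with all 41 libraries, 1 with 36 and sex, and 2 to 4 (without NT replicate 2) with 1 left out. For the torpor effect at ZT04 against ZT01, 0 became 8 with DESeq2 and 0 to 3 (without HT ZT04 replicate 2) with 1 left out. The torpor effect at ZT04 against ZT07 gave 0, and 3 with DESeq2. The torpor effect at ZT04 against ZT16 gave 38, and 151 with DESeq2, 21 with sex, 68 without both low-depth libraries, and 2 to 44 with 1 left out. With 1 animal left out, the direction of the 148 target molecules at other time points: ZT01 was 69.2% (without HT replicate 1) to 79.0%, the direction of the 148 target molecules at other time points: ZT16 was 47.2% (without NT replicate 1, which puts it below an even share) to 60.8%, and the direction of the 148 target molecules at ZT04 stayed at 99.3%. In the fit of 36 with sex, the genes changed at ZT04 were 483 without HT ZT07 replicates 1 and 2, whose labelled sex is in doubt, and 632 with their labels exchanged, against 480 as labelled. The torpor effect at ZT04 against ZT16 with sex gave 17 and 19 under these settings, and the genes changed at ZT16 were 0 in both. For never-torpor controls against NT, 227 became 207 to 231 with 1 control left out and 308 with DESeq2. Haemoglobin genes took most counts of each library. In data simulated for ZT04, edgeR recovered 0 of 50 changes of 1.5-fold and 19 of 50 of 2-fold, so changes of that size would mostly be missed there. The splits of the animals were run with edgeR alone, so they give no measure of false calls for DESeq2 or voom.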

Differences from the paper's values

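BCL2L11 is given as lower in torpor in the paper's Suppl. Table 2, with both arrows in Suppl. Table 3. Its log2 fold change was 0.79 ± 0.24 at ZT04 (adjusted p = 0.138), while the other 146 measured target molecules had the sign of their arrow in Suppl. Table 2. SREBF2 has an arrow up there and both arrows in Suppl. Table 3, and was at 0.32 ± 0.16 (adjusted p = 0.384), against its arrow for Necrosis in Suppl. Table 3.

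TLR4 is named by the paper as reduced. It was lower here too, past the paper's cut-offs and not past an adjusted p of 0.05 with edgeR. DESeq2, the tool the paper names, called it, and the TLR4 log2 fold change at ZT04 had an adjusted p of 0.0397 there, within a range of 0.0397 to 0.706 over the alternatives.

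For the arctic ground squirrel the paper's text gives 8 matching genes and its Suppl. Table 2 lists 9. The paper gives 11,422 genes as up- or downregulated without naming a threshold, and 10505 genes were tested here.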

Other observations

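Tests in this part on OGFR and sex, and values of the never-torpor controls, were chosen only after the result was seen.

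Erythroid and reticulocyte markers were lower as a group in HT blood at ZT04 by camera (adjusted p = 0.000473; adjusted p = 0.934 with an estimated correlation), with no single gene past the edgeR test. CA2, a carbonic anhydrase gene, was at -1.06 ± 0.34 (log2 fold change, adjusted p = 0.157), XPO7 at -1.05 ± 0.35 and SLC4A1, the anion exchanger of red cells, at -1.06 ± 0.37. The median of 25 genes was -0.52, 7 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 2 lower. Circadian clock genes were higher as a group (camera adjusted p = 0.0379; adjusted p = 0.531 with an estimated correlation; fry adjusted p = 0.00128), with PER1 at 0.79 ± 0.20 (adjusted p = 0.0881) and BHLHE40 at 0.99 ± 0.27 higher when adjusted over the list alone, NPAS2 at 0.83 ± 0.35 and NR1D1 at 0.77 ± 0.38. Their median over 17 genes was 0.32, 3 had an unadjusted p under 0.05 and DESeq2 called 2 higher and 0 lower.

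Among 12 cold-induced RNA binding proteins the splicing kinase genes CLK1 (-0.88 ± 0.17, adjusted p = 0.0459) and CLK4 fell, 2 were higher and 3 lower when adjusted over the list alone, and HNRNPDL was at 0.53 ± 0.16. RBM3 and CIRBP, the cold-shock genes, were at 0.39 ± 0.23 (adjusted p = 0.464) and 0.38 ± 0.23 (adjusted p = 0.490). The list's median of 0.01 and mean of -0.04 differ in sign. PLTP, SLC17A7, NEDD8 and FOS, drawn in strong colours in Fig. 4, were at 1.70 ± 0.58 (adjusted p = 0.185), 1.67 ± 0.79 (adjusted p = 0.342), -1.98 ± 0.62 (adjusted p = 0.153) and -1.84 ± 0.39 (adjusted p = 0.0619).

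For the other lists 0 genes were called by edgeR at ZT04. Neutrophil markers had a median of 0.16 over 17 genes, with MMP8 at 4.21 ± 1.27 and LTF at 2.53 ± 0.80 (2 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 0 lower). Platelet markers had 0.35 over 23, with F2R at -0.65 ± 0.23 and GP9 at 0.93 ± 0.40 (3 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 0 lower). Eosinophil and basophil markers had -0.10 over 5, with ALOX15 at -0.61 ± 0.46 (0 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 0 lower), and MHC class II and antigen presentation genes -0.09 over 6, with CIITA at 0.29 ± 0.23 (0 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 0 lower). Glycolysis enzymes had a median of 0.04 over 20, with a mean below 0 and LDHB at -1.48 ± 0.40 (2 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 1 lower). Oxidative phosphorylation subunits had -0.08 over 44, with NDUFB5 at -0.85 ± 0.22 (2 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 1 lower), and fatty acid oxidation genes -0.13 over 21, with PPARGC1B at 0.82 ± 0.25 (2 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 0 lower). Glucocorticoid-induced genes had -0.10 over 13, 2 were higher and 1 lower when adjusted over the list alone, with CXCR4 at -0.87 ± 0.29 and camera upward against the median (5 had an unadjusted p under 0.05 and DESeq2 called 2 higher and 0 lower). Immediate early genes had a median near 0 over 18 and a mean of -0.02, 1 lower when adjusted over the list alone and IER2 at 0.41 ± 0.19 (2 had an unadjusted p under 0.05 and DESeq2 called 0 higher and 1 lower). Mitochondrially encoded genes were not in the table (0 of 13).

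At ZT07 PTBP2 rose by 2.18 ± 0.20, FBXO40 by 2.18 ± 0.23, AVIL by 1.94 ± 0.28 and OGA by 1.75 ± 0.17, while IGHD changed by -1.78 ± 0.32, FKBP4 by -1.76 ± 0.16 and SLC38A7 by -1.73 ± 0.31. Of the 147 target molecules measured there, 26 rose and 15 fell, all 41 in the direction of the paper's arrow. Likewise 880 of all 888 genes past the paper's cut-offs at both time points had the same sign. Over 10431 genes the log2 fold changes at ZT04 and ZT07 had a Pearson correlation of 0.562 and a Spearman correlation of 0.535, and genes are not independent replicates. At ZT01 EGR1 was at 1.15 ± 0.21, and 0 of 10509 genes were called by edgeR (807 at an unadjusted p under 0.05, 5 higher and 7 lower with DESeq2).

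OGFR rose by 1.72 ± 0.15 at ZT16 (adjusted p = 0.000716) and TRAF3IP1 changed by -2.38 ± 0.22. OGFR was also the gene with the lowest p between females and males within groups (1.42, adjusted p = 0.00109, 4 genes called of 11471) with the sexes as labelled. Without HT ZT07 replicates 1 and 2, whose labelled sex is in doubt, its effect was 1.60 (adjusted p = 0.0000524) and UTY had the lowest p. Within ZT16 alone torpor and sex are confounded, and in the fit of 36 with sex the OGFR log2 fold change at ZT16 was 0.307 (adjusted p = 0.9998).

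In never-torpor controls erythroid markers had a median of -0.61 against NT animals over 25 genes (1 lower), antioxidant enzymes -0.30 (2 lower) and T cell markers 0.12 (0 called).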
